# Chronic Exposure to Arsenic in the Drinking Water Alters the Expression of Immune Response Genes in Mouse Lung

**DOI:** 10.1289/ehp.0800199

**Published:** 2009-03-04

**Authors:** Courtney D. Kozul, Thomas H. Hampton, Jennifer C. Davey, Julie A. Gosse, Athena P. Nomikos, Phillip L. Eisenhauer, Daniel J. Weiss, Jessica E. Thorpe, Michael A. Ihnat, Joshua W. Hamilton

**Keywords:** arsenic, inflammation, innate immune system, lung, migration

## Abstract

**Background:**

Chronic exposure to drinking water arsenic is a significant worldwide environmental health concern. Exposure to As is associated with an increased risk of lung disease, which may make it a unique toxicant, because lung toxicity is usually associated with inhalation rather than ingestion.

**Objectives:**

The goal of this study was to examine mRNA and protein expression changes in the lungs of mice exposed chronically to environmentally relevant concentrations of As in the food or drinking water, specifically examining the hypothesis that As may preferentially affect gene and protein expression related to immune function as part of its mechanism of toxicant action.

**Methods:**

C57BL/6J mice fed a casein-based AIN-76A defined diet were exposed to 10 or 100 ppb As in drinking water or food for 5–6 weeks.

**Results:**

Whole genome transcriptome profiling of animal lungs revealed significant alterations in the expression of many genes with functions in cell adhesion and migration, channels, receptors, differentiation and proliferation, and, most strikingly, aspects of the innate immune response. Confirmation of mRNA and protein expression changes in key genes of this response revealed that genes for interleukin 1β, interleukin 1 receptor, a number of toll-like receptors, and several cytokines and cytokine receptors were significantly altered in the lungs of As-exposed mice.

**Conclusions:**

These findings indicate that chronic low-dose As exposure at the current U.S. drinking-water standard can elicit effects on the regulation of innate immunity, which may contribute to altered disease risk, particularly in lung.

Chronic exposure to arsenic is a significant worldwide environmental health concern (Agency for Toxic Substances and Disease Registry 1999; National Research Council 1999). The primary route of exposure is through drinking water that has been contaminated by natural geologic sources of As. In recognition of the health risks associated with chronic As exposure, the U.S. Environmental Protection Agency (EPA) recently reduced its drinking-water standard in regulated public water sources from 50 ppb to 10 ppb (0.67–0.13 μM), but this standard does not cover private, unregulated wells (U.S. EPA 2001). Thus, drinking-water As exposure remains an important public health concern in many areas of the United States, such as New Hampshire, where as much as half of the population acquires their water from private wells and where As is naturally found at levels higher than the federal guidelines in a significant fraction of these wells (Karagas et al. 2002). Similar scenarios can be found in many other areas of the United States and throughout the world. Through mechanisms that remain unclear, chronic exposure to As has been associated with many diseases, including lung, liver, skin, kidney, and bladder cancer, cardiovascular disease, and diabetes (Abernathy et al. 1999; National Research Council 1999; Smith et al. 1992; Tapio and Grosche 2006; Watanabe et al. 2003). Drinking-water As has also been implicated in impaired lung function, bronchiectasis, and increased risks of respiratory illness (Ghosh et al. 2007; Smith et al. 2006). As a lung toxicant, As may be unique in its ability to increase the risk of these various lung diseases via ingestion rather than inhalation.

Many reports indicate that As can have significant effects on many aspects of the immune system in experimental systems, including suppression of contact hypersensitivity responses (Patterson et al. 2004), increased interleukin-1α (IL-1α) expression (Corsini et al. 1999), altered expression of cytokines such as granulocyte-macrophage colony-stimulating factor (GM-CSF) (Vega et al. 2001), loss of adhesion, impairment of function, and morphologic changes in human macrophages (Lage et al. 2006; Lemarie et al. 2006). Much of the *in vitro* and *in vivo* work has been done at As doses well above the current U.S. EPA standard, which are not necessarily relevant to U.S. exposure levels. However, a recent study in zebrafish (*Danio rerio*) reported that exposures to very low doses (2 and 10 ppb) could elicit significant effects on innate immune mediators, such as decreases in interleukin-1β gene (*Il1b*) mRNA after bacterial infection and increases in bacterial and viral loads (Nayak et al. 2007). Epidemiologic data also have suggested that chronic As exposure can alter immune function, including reports of defective IL-2 receptor (IL2R) expression in the lymphocytes of patients with As-induced Bowen’s disease (Yu et al. 1998), altered expression of inflammatory markers and immune mediators in lymphocytes of As-exposed adults (Andrew et al. 2008; Wu et al. 2003), and altered activation of T-cell processes and increased GM-CSF secretion in children exposed to As in drinking water (Soto-Pena et al. 2006). Although a specific link between As exposure and immune dysfunction had not been identified to date, many of the diseases associated with chronic As exposure, such as diabetes and cancer, often have strong immune- mediated components. There has been a recent call for more intensive studies on the immunotoxic effects of exposure to environmental toxicants, such as As, and the role of such responses in disease risk (Selgrade 2007).

In a previous study, we reported that As in drinking water profoundly affected gene expression in mouse lung at very low doses, at or below the current U.S. drinking-water standard, using whole genome transcriptome profiling (Andrew et al. 2007). From the patterns of the responses in that study, we hypothesized that immune modulation, particularly of the innate immune system, may be one aspect to the As response in lung. The innate immune response is the body’s first mechanism for defense against pathogens and is capable of inducing inflammation and, if necessary, triggering the adaptive immune response. Innate immunity has multiple chemical, physical, and biological first-line defense mechanisms, some of which include cytokines, the complement system, toll-like receptors (TLRs), and interferon. Our goal in the present study was to investigate this hypothesis at the mRNA level, using an advanced microarray chip and rank-product statistical analysis, which identifies gene sets of greater biological relevance. In addition, we aimed to confirm the microarray results with protein and cellular changes.

## Materials and Methods

### Animal husbandry

All animal studies were conducted in accordance with guidelines approved by the Association for Assessment and Accreditation of Laboratory Animal Care using a protocol approved by the Institutional Animal Care and Use Committee at the University of Oklahoma Health Sciences Center, Dartmouth Medical School, and the University of Vermont College of Medicine. All animals were treated humanely and with regard for alleviation of suffering.

For the microarray analysis, we housed 6-week-old C57BL/6J male mice (APA breeding stock, National Cancer Institute, Frederick, MD; *n* = 4–6 per group) in ventilated cages with autoclaved nanopure water available *ad libitum*, autoclaved bedding, and *ad libitum* autoclaved AIN-76A chow that had been specially formulated for this study by the manufacturer, with or without addition of 10 ppb sodium arsenite (Harlan Teklad, Madison, WI). At the start of the experiment, animals were given drinking water (changed biweekly) with or without addition of 10 or 100 ppb sodium arsenite for 5 weeks. We conducted analyses with 10 ppb As added to the diet only for the microarray study. Animals were euthanized with carbon dioxide; the lungs were removed and placed in RNAlater (Ambion, Austin, TX) on ice.

For protein analysis, 7-week-old C57BL/6J male mice (Jackson Laboratories, Bar Harbor, ME; *n* = 6 per group, two experimental repeats) were housed as described above with AIN-76A chow *ad libitum*. At the start of the experiment, animals were given drinking water (changed weekly) with or without addition of 10 or 100 ppb sodium arsenite. In the first experiment, mice were maintained on As for 5 weeks, and in the second, repeat experiment, mice were maintained on As for 6 weeks. Animals were euthanized by cervical dislocation, and the lungs of animals were snap frozen. For cellular analysis of broncho-alveolar lavage fluid (BALF), mice (*n* = 5–6 per group, 5-week exposure) were euthanized with pentobarbital and BALF was collected by *in situ* cannulation of the trachea.

### BALF collection

We lavaged lungs *in situ* with 1 mL phosphate-buffered saline. We centrifuged BALF for collection of cells and obtained total cell counts with Advia 120 Hematology System (Bayer Health Care LLC, Tarrytown, NY). We used remaining cells for cytospin preparations, which we stained with PROTOCOL Hema-3 stain set (Fisher, Houston, TX). Ten random fields per slide were counted to obtain the percentage of cell differentials (macrophages, neutrophils, and lymphocytes) recovered from the BALF.

### RNA isolation and microarray

We extracted RNA from frozen lung samples or cell monolayers and homogenized it using Qiashredder and RNeasy Mini Kits (Qiagen, Valencia, CA) per manufacturer protocol. We removed contaminating genomic DNA using DNA-free kits (Ambion, Austin, TX) and quantified total RNA with an ND-1000 spectrophotometer (NanoDrop Technologies, Rockland, DE). We determined RNA quality with the RNA 6000 Nano Chip Kit (Agilent Technologies, Inc., Santa Clara, CA). We performed microarray experiments using RNA samples from the study conducted at the University of Oklahoma and GeneChip Mouse Genome 430 2.0 arrays from Affymetrix (Santa Clara, CA). Details of procedure have been previously described (Kozul et al. 2008). Briefly, we processed total RNA samples after a standard one-cycle eukaryotic target preparation protocol from Affymetrix. RNA was first reverse-transcribed using T7-oligo(dT) promoter primer in the first-strand cDNA synthesis reaction. After RNase H-mediated second-strand cDNA synthesis, we purified the double-stranded cDNA, which served as a template in the subsequent *in vitro* transcription (IVT) reaction. The IVT reaction was carried out in the presence of T7 RNA polymerase and a biotinylated nucleotide analog/ribonucleotide mix for complementary RNA (cRNA) amplification and biotin labeling. Biotinylated cRNA (15 μg) targets were then purified, fragmented, and hybridized to GeneChip array during the overnight incubation at 45°C in a rotating hybridization oven. After hybridization, we stained the arrays with streptavidin-phycoerythrin in the GeneChip Fluidics station and then scanned them using the Affymetrix GeneChip Scanner (laser filter set at 570 nm; 2.5 μm pixel size). Gene symbols are based on Entrez Gene official gene symbols. Supplemental Material, Table 1 (http://www.ehponline.org/members/2009/0800199/suppl.pdf) lists accession identification numbers (IDs).

### Microarray statistical analysis

Microarray analysis procedures used here have been previously described (Gosse et al. 2008; Kozul et al. 2008). Briefly, we identified differentially expressed genes between classes using the nonparametric rank-product method (*p* < 0.05) as previously described (Breitling and Herzyk 2005; Breitling et al. 2004) and generated log_2_ expression values for each slide. We calculated mean fold changes in R open-source programming language (R Foundation for Statistical Computing Vienna, Austria) for each probe within classes for use in subsequent filtering. We performed clustering using the Simpleaffy package in BioConductor (http://www.bioconductor.org/), using its default, standard Pearson correlation. We generated the network analysis with Ingenuity Pathway Analysis (IPA; version 5.1; Ingenuity Systems, Redwood City, CA). We did additional analyses with Affymetrix NETAFFX expression query.

### Quantitative real-time polymerase chain reaction

We isolated total RNA as described above. RNA (1 μg) was reverse-transcribed with Omniscript Reverse Transcriptase (Qiagen) and with primers that were synthesized using Oligo 6 software (Molecular Biology Insights, Cascade, CO) to specifically amplify selected genes (*Il1b*, *Il1r2*) or with random primers (*Adam10*, *Scn3b;* Integrated DNA Technologies, Coralville, IA). *Il1b* primer sequence was 5′-CTT CTC CAC AGC CAC ATT GA-3′, and *Il1r2* sequence was 5′-GCT GGA GAT GTC GGA GT-3′. We performed quantitative real-time reverse transcriptase polymerase chain reaction (RT-PCR) (*n* = 4–6 per group) to assess relative quantities of each transcript with the 7500 real-time PCR system (Applied Biosystems, Foster City, CA) using Taqman Gene Expression Assays (Applied Biosystems). We included negative controls, including samples that would detect either contaminating genomic DNA in the RNA samples or contamination of PCR reagents. We ran an internal standard curve for each transcript on each plate, consisting of a serial dilution of cDNA known to contain the transcript in question. Relative transcript levels were determined from the standard curve and normalized to the control group. To control for pipetting errors, we quantified cDNA levels with the NanoDrop ND-1000 spectrophotometer after reverse transcription with random primers, which did not vary between samples.

### Immunoblot analysis

Whole lung tissue (left lobe) was homogenized in 400 mL lysis buffer [50 mM Tris-HCl (pH 8.0), 100 mM NaCl, 10% NP-40 detergent] with protease inhibitors phenylmethylsulfonyl fluoride (Sigma, St. Louis, MO), aprotinin (Sigma), and leupeptin (Sigma), rocked at 4°C for 15 min, and centrifuged at 15,000 rpm at 4°C for 15 min. We determined protein concentrations by BCA (bicinchoninic acid) Protein Assay (Pierce, Rockford, IL). We ran samples (20 or 50 μg) on 10% Tris-HCl sodium dodecyl sulfate polyacrylamide gels (Bio-Rad, Hercules, CA) and transferred them to poly-vinyl difluoride membranes (Immobilon, Millipore, Milford, MA). We stained transferred membranes with Ponceau (Sigma) and scanned them with Canoscan LiDE70 (Canon, Lake Success, NY). Membranes were blocked in 5% bovine serum albumin with shaking for 1 hr at room temperature and incubated overnight at 4°C with IL1b rabbit polyclonal antibody (Abcam, Cambridge, MA), tumor necrosis factor-α (TNF-α) rabbit polyclonal antibody (Peprotech, Rocky Hill, NJ), inhibitor of nuclear factor κBα (IκBα) rabbit polyclonal antibody (Cell Signaling, Beverly, MA), Traf6 rabbit monoclonal antibody (Abcam), and Myd88 rabbit polyclonal antibody (Abcam), each followed by goat anti-rabbit IgG conjugated to horseradish peroxidase (Santa Cruz Biotechnology, Inc., Santa Cruz, CA) for 1 hr at room temperature. Blots were developed using Super Signal Pico Substrate (Pierce) and imaged on X-Omat Blue XB-1 Scientific Imaging Film (Kodak, Rochester, NY). We quantified and averaged two representative Ponceau bands (of highly expressed, As-unaffected proteins with molecular weights distinct from any of the As-affected proteins of interest) to serve as loading control. We performed densitometry using Scion Imaging Software (Scion Corp., Frederick, MD).

### Statistical analysis

We performed statistical analysis with GraphPad Prism (version 5.0a for Macintosh; GraphPad Software Inc., La Jolla, CA) using an unpaired *t*-test with 95% confidence interval. We used one-tailed *t*-tests for quantitative real-time PCR confirmation of microarray results, and two-tailed *t*-tests for immunoblot densitometry analysis.

## Results

Animals were exposed to As in food or drinking water with a background of AIN-76A semipurified, defined diet, as described in “Materials and Methods.” 

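Lung RNA from 18 mice on the AIN-76A diet was measured on 1 array per mouse: 5 control mice, 4 mice given 10 ppb As in drinking water, 4 mice given 100 ppb As in drinking water and 5 mice given 10 ppb As in food, each for 5 weeks. The same data set holds 17 mice of these treatments on a second diet, labelled LRD, and 20 injected mice on the AIN-76A diet, which the article does not describe. They are used here for the range of array quality and in the closing section. The values are the RMA values of the authors on the log2 scale, for 45037 probe sets of the Affymetrix mouse whole-genome array, of which 34945 carry 1 gene symbol. The SD of the log2 values of an array ran from 2.372 to 2.418 in control mice, 2.294 to 2.406 at 10 ppb in water and 2.357 to 2.399 at 10 ppb in food. At 100 ppb in water it ran from 1.89 to 2.398. The arrays were processed in 5 batches. The control and food mice share 5 of them, and each water group shares 4 with control mice. Groups were compared with limma and with the rank product, gene lists with camera, and single genes with exact permutation tests. These tests are two-sided, except the rank product, which lists higher and lower probe sets separately. The comparisons, the gene lists and the rule for the genes named below were chosen before the data were examined. The rank product here is a new implementation. It was run on simulated groups in which each probe set kept its own spread between control mice. There 232 of 428 listed probe sets were false with 4 mice against 5 (54.2%), and 239 of 431 with 3 against 5 (55.5%). With the same spread for every probe set these shares were 0.5% and 2.0%. The shares depend on how many changed probe sets were planted, so they do not tell how much of a real list is true. The real lists at 10 ppb in water held 198 lower and 16 higher probe sets, against the 232 false ones. A list alone therefore does not separate an effect of As from a wide spread of the probe set between mice.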

Analysis of total As levels in the tails of mice receiving 0, 10, or 100 ppb As in drinking water revealed a proportional, dose-dependent increase in As body burden with these treatments (data not shown). To identify differentially expressed genes between the control and As-exposed groups, we used rank-product analysis (Breitling et al. 2004) with a *p*-value of 0.05. Figure 1 represents an “MA plot,” which shows the intensity-dependent fold-change ratios (log_2_) of each probe set (each represented by a black dot) from the microarray data for the animals exposed to 10 ppb As (Figure 1A) or 100 ppb As (Figure 1B) in the drinking water, compared with animals receiving no As in their drinking water. 

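Tnf, which encodes the cytokine TNF-α, read 6.46 on the log2 scale in replicate B of the 100 ppb group and 4.20 to 4.51 in the other 3 mice of the group. Traf6, a signaling mediator, read 5.13 in replicate B and 6.38 to 6.55 in the others. The mean of the markers of endothelial cells was 9.16 in replicate B and 10.58 to 10.66 in the others. The array of replicate B also had a narrower spread of values, with an SD of 1.89 and an interquartile range of 2.56. In 52 other arrays of the data set the interquartile range ran from 3.508 to 3.935. Its correlation with the mean of its group was 0.891. The difference between the 3' and 5' ends of the control probe sets was 1.16 in replicate B, within the 0.312 to 1.27 of the other arrays. With all 4 mice the median change from control was −0.33 for probe sets with a mean over 6 and 0.10 for those under 4. Without replicate B these medians were −0.03 and 0.02. Leaving out replicate A, C or D instead gave −0.41, −0.43 and −0.44 for the bright probe sets. Replicate B alone carries the dependence on intensity, so results at 100 ppb are given for replicates A, C and D first, and then for all 4 mice. With all 4 mice the median change of the genes in the gene lists was −0.30, against −0.02 with 3, so lower values at 100 ppb that need replicate B are not separable from what sets its array apart.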

One sample in the 100-ppb As exposure group showed far more RNA degradation according to the AffyRNADeg program (a function available from BioConductor as part of the Affymetrix library; http://www.affymetrix.com). Including this sample would have caused an intensity-dependent systematic error consistent with degradation, so it was excluded from further analysis. Genes identified by rank-product analysis to be significantly up- or down-regulated compared with control are highlighted in red or green, respectively. 

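At 10 ppb in drinking water the rank product listed several innate immune genes of myeloid cells as lower (n = 4 exposed, 5 control mice; mean ± SD on the log2 scale). Clec4e, a receptor that recognizes fungal and mycobacterial glycolipids, was 4.72 ± 0.44 against 6.40 ± 1.23 (exact permutation p = 0.0556). Its partner Clec4d was 5.50 ± 0.49 against 7.03 ± 1.38 (exact permutation p = 0.0952). Slfn4 was 5.30 ± 0.57 against 7.10 ± 1.81, the neutrophil granule gene Ngp 6.04 ± 1.73 against 7.70 ± 2.20, and the neutrophil collagenase gene Mmp8 4.77 ± 0.41 against 6.41 ± 1.44, with exact permutation p = 0.119, 0.262 and 0.0714. The transcription factor gene Zbtb16, which glucocorticoids induce, was 6.56 ± 0.73 against 8.00 ± 0.45 (exact permutation p = 0.0238, two-sided). Zbtb16 was lower in all 4 pairs of exposed and control mice that shared a batch, by −1.62 to −0.74. The leptin receptor Lepr (5.97 ± 1.17 against 7.36 ± 0.50, exact permutation p = 0.0476) and the nuclear receptor gene Nr4a3 (5.76 ± 0.59 against 7.00 ± 0.52, p = 0.0317 by the same exact test) were also among the 10 highest-ranked. In all, 198 probe sets in 158 genes were listed as lower at 10 ppb and 16 probe sets in 11 genes as higher, at an estimated share of false positives under 0.05. Of these 198 probe sets, 141 had every exposed mouse below the control mean, and 28 had all 4 below all 5 control mice, where chance gives a share of 0.00794 for a probe set not chosen beforehand. These were chosen on the same mice, so both counts follow in part from the choice. With 1 difference per exposed mouse in place of all differences, 0 were listed as lower and 7 as higher. The count of 198 became 536 without exposed replicate C, 366 without D, 123 without E and 73 without A. Without control replicate D it became 83, without E 59, without C 55 and without F 35. The count of 16 became 0 without exposed replicate A or E, 7 without control replicate E and 5 without F. At 100 ppb, the 3 mice without replicate B, taken here to be the sample the article left out and does not name, had 4 probe sets listed as higher and 4 as lower. Ngp was 9.86 ± 2.79 (n = 3) and Mmp8 8.11 ± 2.90, opposite to 10 ppb, with exact permutation p = 0.25 and 0.321. Rsrp1, an RNA-splicing gene, was 9.00 ± 0.57 against 10.16 ± 0.47 (exact permutation p = 0.0536). With all 4 mice 17 probe sets were listed as higher, among them Saa3 (8.80 ± 2.67 against 6.59 ± 0.69, n = 4), Ifitm6 (9.75 ± 1.70 against 7.87 ± 1.02), Cd177 (7.60 ± 2.08 against 5.69 ± 0.69) and Serpina1c (5.19 ± 1.64 against 3.67 ± 0.57). The 25 listed as lower with all 4 mice include Tmtc2 (6.94 ± 1.88 against 8.42 ± 0.23), H2-Ob (5.24 ± 1.57 against 6.62 ± 0.35), Zeb2 (7.08 ± 2.25 against 8.47 ± 0.40), Aplnr (9.65 ± 1.56 against 10.97 ± 0.23), Nxpe4 (6.57 ± 1.81 against 7.95 ± 0.27), Ighv14-2 (6.27 ± 2.31 against 7.63 ± 0.15) and Scn7a (5.36 ± 1.40 against 6.67 ± 0.37). These counts became 4 and 4 without replicate B, and 6 higher and 0 lower with 1 difference per exposed mouse. The count of 25 became 112 without A, 129 without D, 72 without C, 4 without control replicate E or C, 3 without F or D and 5 without A. The count of 17 became 9 without replicate D, 7 without C and 26 without control replicate C. limma called 0 probe sets at an adjusted p under 0.05 at either dose. At an unadjusted p under 0.05 it had 1656 at 10 ppb (566 higher, 1090 lower) in the fit of all mice and 4408 (1370 higher, 3038 lower) with replicate B of the 100 ppb group left out of the fit, and 822 at 100 ppb with 3 mice (502 higher, 320 lower).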

We observed obvious differences in expression patterns for both levels of exposure, but there was an evident dominance of down-regulation of many transcripts with the 10-ppb As exposure group, as identified by rank-product analysis. 

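The 10 genes that the rank product ranked highest at 10 ppb in drinking water include genes of fat, heart muscle, B cells and airways (n = 4 exposed, 5 control mice; mean ± SD on the log2 scale). The adipokine gene Adipoq was 8.93 ± 2.62 against 6.12 ± 1.46, Thrsp, which acts in lipid synthesis, 9.65 ± 3.00 against 7.00 ± 0.86, and Car3, a carbonic anhydrase of fat and muscle, 10.92 ± 2.03 against 8.72 ± 1.08. Mrap, a receptor accessory protein of fat, was 6.88 ± 2.47 against 4.34 ± 0.50, and the brown fat gene Ucp1 7.39 ± 4.28 against 4.32 ± 1.2. Ucp1 ran from 3.28 to 12.03 in the exposed mice, with 2 of 4 above the control mean. The atrial peptide gene Nppa was 9.20 ± 2.04 against 6.66 ± 2.10, and the immunoglobulin gene Ighm 5.85 ± 2.32 against 3.41 ± 0.13, from 3.25 to 8.15 in the exposed mice, on the probe set that the rank product ranked. The brightest Ighm probe set was 10.7 ± 2.22 against 9.04 ± 0.31. The airway genes Reg3g (9.09 ± 1.72 against 7.25 ± 2.55), Bpifb1 (9.08 ± 0.90 against 7.39 ± 2.64) and Bpifa1 (11.79 ± 1.48 against 9.69 ± 3.55) complete the 10. In 8 of these genes all 4 exposed mice were above the control mean, in Ighm 3 were and in Ucp1 2. Several marker lists were high in single mice. Markers of fat read 10.44 in replicate A and 8.59 in E, against 5.25 and 5.06 in C and D and 4.79 to 6.13 in control mice. Skeletal muscle markers read 10.44 in A and 4.43 to 4.77 in the other 3. Thymus markers read 9.14 in E and 5.08 to 5.93 in the others, and T cell markers 9.28 in E and 5.61 to 6.45 in the others. Markers of endothelial cells, which belong to lung itself, were 9.83 in A and 9.49 in E, against 10.72 and 10.69 in C and D. In all, 240 probe sets had a mean change over 1 on the log2 scale. The highest mouse was A or E for every one of them, and 0.0167 of them kept a change over 1 without these 2 mice. The exact permutation p was 0.0873 for Adipoq and Thrsp, 0.0635 for Car3, 0.0238 for Mrap, 0.19 for Ucp1, 0.103 for Nppa, 0.0476 for the ranked Ighm probe set, 0.278 for Reg3g, 0.31 for Bpifb1 and 0.365 for Bpifa1 (two-sided).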

Several of the probes appeared to be increased on the MA plot, but rank-product analysis did not identify these as significant because the mean results were being influenced by one animal in the group. In subsequent analyses, we focused principally on the changes observed in the drinking-water groups, although the group of animals exposed to 10 ppb As added to the food had mRNA alterations similar to those of the animals that received 10 ppb As in drinking water. 

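With 10 ppb As in food, Zbtb16 was 6.45 ± 0.51 in exposed mice (n = 5) against the same 5 control mice, a change of −1.55, with no overlap between the groups (exact permutation p = 0.00794, two-sided). The cyclin gene Ccnd2, which drives entry into the cell cycle, was 4.74 ± 0.20 against 5.60 ± 0.36, again without overlap (p = 0.00794 by the same exact test). Clec4e was 5.59 ± 0.42, a change of −0.81, and the changes of Slfn4, Il1r2 and Mmp8 were −0.52, −0.78 and −0.62 (exact permutation p = 0.19, 0.563, 0.127 and 0.389). Of these genes, Mmp8 was listed as lower but is not among the 10 ranked as lower. Myom2 (−0.95), Csnk2a1 (−0.94), Diaph2 (−0.83), Sfpq (−0.75) and Fam107a (−0.72) complete the 10, with exact permutation p = 0.175, 0.0238, 0.0238, 0.262 and 0.0159. The genes ranked as higher include Bpifa1 (11.11 ± 1.40, a change of 1.42), Adipoq (7.07 ± 1.16, 0.95), Igk (5.59 ± 0.41 against 4.80 ± 0.21, 0.79) and Dach1 (6.58 ± 0.64 against 5.87 ± 0.25, 0.71). Cyp26b1 (0.70), Car3 (0.69), Bpifb1 (0.68), Igha (10.23 ± 0.18 against 9.57 ± 0.46, 0.65), Reg3g (0.54) and Ngp (0.44) complete these 10. In this order the exact permutation p was 0.548, 0.278, 0.0159, 0.0476, 0.413, 0.31, 0.643, 0.0238, 0.706 and 0.683. Of the probe sets listed in water, 19 lower ones were also lower in food, among them Zbtb16, Clec4e, Clec4d, Slfn4, Csf3r, Trem1, Mmp8, Cxcl2 and Per1, and 12 higher ones were also higher, among them Bpifa1, Adipoq, Thrsp and Nppa. Ngp and Camp were listed as lower in water and higher in food. Both comparisons use the same 5 control mice, and this alone makes lists overlap. In simulated unchanged groups on these controls the median overlap was 12 lower and 4 higher probe sets, with upper limits of 151.6 and 107.8. The simulated lists had median lengths of 48 and 61.5 lower and 19 and 49 higher probe sets, which differ from the lengths here, so these overlaps are a rough guide. The changes in water and food correlated over probe sets with r = 0.203, where simulated unchanged groups had a mean of 0.441 and ran from −0.354 to 0.886. With the batch as a block r was 0.221. With the controls divided between the comparisons r was −0.0721. The r of 0.203 became 0.367 without control replicate A, 0.106 and 0.121 without food replicates E and C, 0.0688 and 0.31 without water replicates D and E. The food lists held 49 lower and 28 higher probe sets, which became 0 and 18 with 1 difference per exposed mouse. The count of 49 became 154 without food replicate C, 81 without B and 27 without E; without control replicate E it became 11, without F 10, without C 27 and without D 24. The count of 28 became 13 without food replicate B, 4 without E, 3 without D, 9 without control replicate E and 10 without F. limma called 0 probe sets in food at an adjusted p under 0.05, with 293 at an unadjusted p under 0.05, and 850 once 100 ppb replicate B was left out of the fit. With the batch as a block as well, a choice made after the data were seen, it called 1, Zbtb16 (adjusted p = 0.0418 by limma). The likeness of food and water cannot be told apart here from what shared controls give.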

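Of the gene lists used here, the neutrophil markers had the most genes listed at 10 ppb in water (n = 4 exposed, 5 control mice). Of these 14 markers, 10 had a probe set listed as lower, among them S100a9 (10.77 ± 0.27 against 11.96 ± 1.47 on the log2 scale, exact permutation p = 0.143), S100a8 (10.39 ± 0.33 against 11.43 ± 1.44, exact permutation p = 0.198), Cxcr2 (5.75 ± 0.13 against 6.61 ± 0.94, exact permutation p = 0.0873) and Trem1, an amplifier of myeloid inflammation (5.30 ± 0.18 against 6.70 ± 1.10; no overlap, exact permutation p = 0.0476, two-sided). Of 31 cytokine and chemokine receptors 7 were listed as lower, among them Ccr1 (5.39 ± 0.59 against 6.68 ± 1.10, exact permutation p = 0.0873) and the formyl peptide receptor gene Fpr2 (7.61 ± 0.44 against 8.58 ± 0.19; no overlap, exact permutation p = 0.00794). Of 37 cytokines and chemokines 4 were listed as lower: Il1b, Ccl3, Cxcl2 and Ppbp. Outside the immune response, 5 of 23 immediate early genes (Nr4a1, Nr4a2, Nr4a3, Atf3, Klf4), 6 of 24 glucocorticoid targets (among them Tsc22d3, Per1, Zbtb16 and Klf9) and 3 of 13 heat shock genes (Hspa1a, Hspa1b, Hsph1) were listed as lower. Cell migration and adhesion had 3 of 64 (Itga8, Itgam, Sema3a), and membrane channels 1 of 34 (Scn7a). The genes listed as higher include 2 of 10 fat markers (Ucp1, Adipoq) and 1 of 11 thymus markers (Rag1). At 100 ppb with 3 mice, 3 of 14 neutrophil markers (Mmp8, Il1r2, Ngp) were listed as higher. Taking each list as a whole at 10 ppb, the mean change was −0.94 for neutrophil markers (13 of 14 lower), −0.50 for immediate early genes (20 of 23 lower), −0.34 for glucocorticoid targets (16 of 23 lower), −0.24 for channels (22 of 27 lower) and 0.79 for cell cycle genes (17 of 17 higher). These passed camera with a preset correlation between genes (adjusted p = 0.00317, 0.000257, 0.0115, 0.00759 and 1.65e-08), and were lost otherwise: adjusted p = 0.422, 0.396, 0.43, 0.396 and 0.396 with an estimated correlation. The exact permutation p of the list means was 0.135, 0.0556, 0.0635, 0.0952 and 0.349. The neutrophil mean of −0.94 became −0.57 without control replicate C. Platelet markers moved in the same direction, with a mean change of −0.60 (8 of 8 lower; adjusted p = 0.00212 preset, adjusted p = 0.396 with an estimated correlation; exact permutation p = 0.175). They read 7.38 to 7.81 in the exposed mice and 7.34 to 9.15 in control mice, where C was highest in both lists. The receptors (mean −0.30, 19 of 27 lower) did not pass with either correlation (adjusted p = 0.128 preset and 0.5 estimated). Mouse A had the highest glucocorticoid target mean of the group, 8.79 against 8.34 to 8.40, and cell cycle genes read 9.56 in mouse E against 5.95 to 6.51 in the others. Channels were lowest in mouse E, at 7.21, and read 7.45 in D and 7.55 in A. In mouse C they read 7.87, above the 7.71 to 7.79 of control mice.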

Analysis of the rank-product lists revealed changes in the expression of many groups of genes with functions in cell adhesion and migration, membrane channels, various receptors, differentiation and proliferation markers, and, most strikingly, the immune response [Supplemental Material, Table 1 (http://www.ehponline.org/members/2009/0800199/suppl.pdf)].

We then used the lists generated by rank-product analysis [Figure 1; Supplemental Material, Table 1 (http://www.ehponline.org/members/2009/0800199/suppl.pdf)] to assess network changes with IPA. A similar IPA network of genes was regulated in both the 10-ppb and 100-ppb drinking-water As exposures, with the top associated biological functions being cellular movement, hematologic system development and function, and immune response. 

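Il1b and Rsrp1 were the genes listed as lower by the rank product at both doses in drinking water, with 3 mice at 100 ppb. Ngp, Il1r2 and Mmp8, all expressed in neutrophils, were listed as lower at 10 ppb and as higher at 100 ppb. With all 4 mice at 100 ppb, Camp joined this group, and Scn7a and P2ry12 joined Il1b and Rsrp1. No gene was listed as higher at both doses with 3 mice. Independent lists would share 0.02 probe sets listed as lower at both doses, and 0.02 listed as lower at 10 ppb and higher at 100 ppb. Both doses are, however, compared with the same control mice. In 100 simulated pairs of unchanged groups on these controls, lists of lower probe sets (median lengths 81.5 and 78, here 198 and 4) shared a median of 15.5, with an upper limit of 142.3, against the 2 observed. The lengths differ, so this is a rough guide. Lists in opposite directions (median lengths 81.5 and 6) shared a median of 0, with an upper limit of 6.0, against the 3 observed. Over all probe sets the changes at the doses correlated with r = 0.252 (3 mice), and simulated unchanged groups gave a mean of 0.395, from −0.264 to 0.753. With the batch as a block r was −0.00248. With the controls divided between the doses r was 0.00146. Including replicate B, r was 0.399, and it became 0.16 without 10 ppb replicate D. The network tool of the article was not used here, so its ranking of functions was not retested.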

At the 10-ppb dose (Figure 2A), the transcripts were largely decreased (green shading) compared with control, whereas at the 100-ppb dose (Figure 2B) many transcripts were increased (red shading) compared with control. Both of these networks centered around the inflammatory cytokine *Il1b*, which was down-regulated in both As exposures.

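Of the genes drawn as lower at 10 ppb in the network, 24 could be measured, and all 24 had a lower mean in exposed mice (n = 4) than in control mice (n = 5). The natriuretic peptide clearance receptor Npr3 was 7.65 ± 0.71 against 8.79 ± 0.38 on the log2 scale (exact permutation p = 0.0238, two-sided), and the chemokine Ccl3 4.22 ± 0.32 against 5.26 ± 0.65 without overlap (exact permutation p = 0.0159). The metalloprotease Mmp19 was 4.61 ± 0.23 against 5.45 ± 0.34, also without overlap (exact permutation p = 0.0159), and the chemokine scavenger receptor Ackr2 7.98 ± 0.64 against 8.61 ± 0.09 (exact permutation p = 0.0159). Fgf7, a growth factor for epithelium, was 7.14 ± 0.58 against 7.89 ± 0.29. These are the brightest probe sets. The rank product listed dimmer ones of Ackr2 (−0.99), Fgf7 (−0.92) and Ccr2 (−1.22). Ppbp (−0.81), Pirb (−0.73), Acod1 (−1.01), Il1f9 (−0.93), Hspa1a (−0.85), Ccr2 (−0.58) and Camp (−1.05) had exact permutation p from 0.0714 to 0.341. The smallest difference was in Rsad2, an interferon-induced gene (8.86 ± 0.31 against 8.89 ± 1.12). At 100 ppb with 3 mice, the 8 measured genes drawn as higher were higher. Saa1, an acute phase gene, was 4.59 ± 1.04 against 3.26 ± 0.28 (exact permutation p = 0.0357), the metal-binding gene Mt2 8.90 ± 0.81 against 8.13 ± 0.45 (p = 0.125 by the same exact test) and the gelatinase gene Mmp9 8.16 ± 1.70 against 6.96 ± 1.06 (p = 0.25 by the same exact test). Camp (1.42), Ltf (1.21) and Saa2 (0.17) had exact permutation p = 0.321, 0.357 and 0.125. The 6 drawn as lower were lower, among them Gap43 (6.72 ± 0.43 against 7.46 ± 0.29, exact permutation p = 0.0357), Plcb1 (8.07 ± 0.26 against 8.66 ± 0.43, p = 0.0893 by the same exact test), the B cell gene Ms4a1 (−0.63) and Ifi203 (−0.14). Ifi203 was 0.04 above control once replicate B was included. The study drew these genes from lists made on the same mice, so the shared direction is not independent evidence. Of the genes at 10 ppb, 13 had an unadjusted p under 0.05 in limma, and none passed after adjustment.

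**Figure D1:**
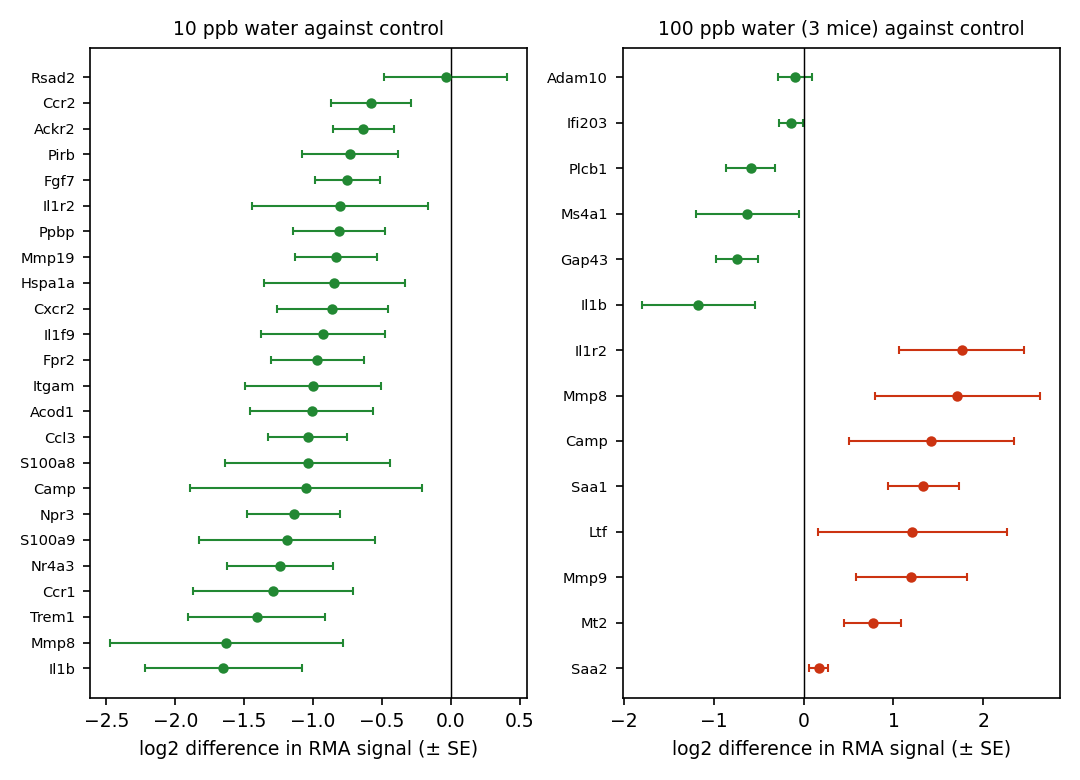
Change from control in log2 units of the genes read from the networks of Figure 2, at 10 ppb (4 exposed and 5 control mice) and at 100 ppb As in drinking water (3 exposed mice, replicate B left out). Bars show the standard error from limma. Green, drawn as lower in the network; red, drawn as higher.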

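Il1b, the gene of the cytokine interleukin-1β, was 8.13 ± 0.36 in the mice given 10 ppb As in water (n = 4) and 9.78 ± 0.95 in control mice (n = 5), a change of −1.65 on the log2 scale (exact permutation p = 0.0317, two-sided). All 4 exposed mice, at 7.81 to 8.56, were below the control mean, and the lowest control mouse read 8.51. In the 4 batches that held both groups, the exposed mouse was below the control mouse each time, by −2.86 to −0.65. At 100 ppb Il1b read 8.06 in replicate A, 6.98 in C and 10.79 in D, a mean of 8.61 ± 1.96 (exact permutation p = 0.286). Within batches, 2 of the 3 mice were lower than control and 1 was higher, by −3.69 to 2.28. With replicate B, which read 6.27, the mean was 8.03 ± 1.99 (n = 4; exact permutation p = 0.143). In food the mean was 9.35 ± 0.20 (n = 5; exact permutation p = 0.333). The rank product listed Il1b as lower at both doses in water. In limma its adjusted p was 0.492 at 10 ppb and 1 at 100 ppb with 3 mice. The change of −1.75 at 100 ppb with all 4 mice became −2.68 without replicate D and −1.17 without B. The lower Il1b at 10 ppb is larger than the spread between mice, while at 100 ppb the mice differ too much for a direction of the group.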

Based on these alterations in immune-related gene expression, we investigated the changes in this subset of genes within the microarray data in more detail, first using other statistical methods such as analysis of variance (ANOVA), to aid in the detection of more detailed expression patterns. We searched Affymetrix NETAFFX for probe descriptions that included “immune response,” generating a comprehensive list of 973 probe identifiers. We then intersected this list of immune probes (both innate and adaptive responses) with a list of the top 5% altered genes as identified by ANOVA. 

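Among the immune genes that differ most between control, 10 ppb and 100 ppb in water, most are lower at 10 ppb and many of these are not lower at 100 ppb (changes from control on the log2 scale, 5 control mice, 4 at 10 ppb, 3 at 100 ppb). Genes are given by a probe set in the top 5% described below. The chemokine Cxcl2, a signal for neutrophils, had changes of −1.20 and 0.66, Ccl9 −0.62 and 0.49, Ccl6 −0.67 and 0.16 and the iron-binding antimicrobial gene Lcn2 −0.59 and 0.87. Il33, an alarm signal of epithelium, had −0.46 and 0.23, Irak3, a brake on TLR signaling, −0.51 and 0.24, Il6 −0.76 and 0.08, and the complement receptor C3ar1 −0.26 and 0.42. C6 (−0.72 and −0.22) and Tollip (−0.68 and −0.40) were lower at both doses, and Cxcl9, which interferon-γ induces, was higher at 10 ppb only (1.54 and −0.05). The 298 immune probe sets on the fixed lists used here had 50 among the top 5% by the moderated F statistic of limma, in 39 genes. Of the 50, 42 were lower at 10 ppb, 22 were lower at 100 ppb and 30 had opposite signs at the doses. Lower values at 10 ppb are common on the whole array too: 1702 of all 2251 probe sets in the top 5%. With replicate B included, 60 immune probe sets in 49 genes were in the top 5%, and 49 of them were lower at 10 ppb. The 60 became 34 without 100 ppb replicate C. No probe set passed the moderated F statistic of limma after adjustment (0 at an adjusted p under 0.05, 1684 at an unadjusted p under 0.05). The immune probe list of the article was not used here.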

The heat map in Figure 3A represents the results and largely shows the same trend, particularly a down-regulation in response to 10 ppb As, previously identified with the rank-product lists in IPA.

Careful analysis of the differentially regulated immune genes revealed that several of these genes are involved in the innate immune response, particularly IL-1 and TLR signaling. *Il1r1* shares a homology domain with the TLR family, and the activation of both these receptors induces a complex signaling pathway ultimately resulting in the induction of genes involved in the immune response, such as *Il1b*. We constructed a list of key molecules in the IL-1/TLR signaling pathway from literature references; Figure 3B shows the raw RMA (robust multiarray) normalized microarray data in the heat map for animals exposed to 10 ppb As in drinking water for 5 weeks (Figure 3B). We observed a clear down-regulation in this specific pathway for the As-exposed animals. 

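The receptor gene Tlr2, which senses bacterial lipoproteins, was 7.37 ± 0.32 at 10 ppb in water (n = 4) and 8.07 ± 0.26 in control mice (n = 5), a change of −0.70 on the log2 scale (exact permutation p = 0.0159, two-sided). The IL-1 receptor Il1r1, which binds IL-1 and passes the signal on, was 7.25 ± 0.59 against 7.75 ± 0.14 (exact permutation p = 0.0476), and Tlr13, a sensor of bacterial RNA, 6.03 ± 0.40 against 6.73 ± 0.62 (exact permutation p = 0.103). The coreceptor genes Il1rap and Cd14 had changes of −0.69 and −0.62. Of the 33 genes of the TLR and IL-1 list above the dim filter, 25 were lower at 10 ppb, with a mean change of −0.28. Its mean was lowest in E (7.09) and A (7.19), the mice with high fat markers, and was 7.23 in D. In C it was 7.38, within the 7.32 to 7.61 of control mice. The list passed camera with a preset correlation (adjusted p = 0.00759), but not otherwise (adjusted p = 0.396 with an estimated correlation), and the exact permutation p of the list mean was 0.0238. Within batches its mean change was −0.29 (adjusted p = 0.0246, preset correlation). Adjusted over the list alone, 2 genes passed limma, both lower. At 100 ppb with 3 mice the list had 18 genes higher and 15 lower, a mean change of 0.03 (adjusted p = 0.412), while Il1r1 was below every control mouse (7.40 ± 0.06; exact permutation p = 0.0357). The paper reports that several regulated immune genes belong to IL-1 and TLR signaling. It notes that Il1r1 shares a homology domain with the TLR family and that both receptors lead to the induction of genes such as Il1b. From a heat map of the mice at 10 ppb it states that the pathway was lower. On these arrays the list is lower at 10 ppb by a test that takes its genes as nearly independent. With the estimated correlation it does not pass. Nor does it by the exact test of its mean adjusted over the lists (adjusted exact permutation p = 0.25). That test cannot decide, because its smallest possible p of 0.00794 is too high for 1 list alone to pass the adjustment.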

Supplemental Material, Table 2 (http://www.ehponline.org/members/2009/0800199/suppl.pdf) gives details for the list of genes represented in Figure 3A.

Numerous molecules involved in cellular adhesion and migration were present on the rank-product gene list, and the cellular movement function was identified by IPA to be affected by As exposure. We also investigated the changes within this pathway using other statistical methods. We searched Affymetrix NETAFFX for “GO [gene ontology] biological functions” that included “cellular migration.” This generated a list of 359 probe identifiers, which we intersected with a list of the top 20% of altered genes as identified by ANOVA. 

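Genes of cell migration that differ most between the 3 water groups were mostly lower in exposed mice at both doses (changes from 5 control mice on the log2 scale, 4 mice at 10 ppb, 3 at 100 ppb). At 10 ppb the mean of the whole migration list read 8.81 and 8.66 in replicates A and E, the mice with high fat markers. In C and D it read 9.24 and 9.09, against 9.09 to 9.35 in control mice. Each gene is given by a probe set in the top 20% described below, and on the brightest probe sets of Itga8 and Sema3a the changes at 10 ppb were −0.33 and −0.41. Itga8, an integrin of mesenchymal cells, had changes of −1.04 and −0.53, the guidance factor Sema3a −0.91 and −0.71, Ctnnb1, which links cadherins to actin, −0.76 and −0.40, the hyaluronan receptor Cd44 −0.79 and −0.18, Tgfbr2 −0.69 and −0.33, Adam17 −0.66 and −0.28 and the kinase gene Rock1 −0.54 and −0.03. Itgb6, an integrin of injured epithelium, was 5.13 ± 0.56 at 100 ppb against 5.88 ± 0.14 in control mice, without overlap (exact permutation p = 0.0179, two-sided). Of 161 migration probe sets on the fixed list used here, 59 were in the top 20% by the moderated F statistic of limma, in 37 genes. Of these, 53 were lower at 10 ppb, 49 were lower at 100 ppb, and 12 had opposite signs. On the whole array, 5731 of the 9007 probe sets in the top 20% were lower at 10 ppb. With replicate B the count was 46 in 33 genes, 41 lower at each dose. None of these probe sets passed after adjustment, and the migration probe list of the article was not used here.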

The heat map representing these results (Figure 4) clearly demonstrates a difference in the gene expression pattern between the control and As-exposed animals. Many of these genes play integral roles in migration/adhesion events and/or cellular structural integrity, such as vinculin, laminin, platelet/endothelial cell adhesion molecule 1 (*PECAM1*), *Rac1*, and a number of integrins. 

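Vcl, which encodes vinculin, a link between adhesion sites and actin, was 10.53 ± 0.57 at 10 ppb in water (n = 4) against 10.82 ± 0.14 in control mice (n = 5), and 10.61 ± 0.28 at 100 ppb (n = 3; log2 scale). The exact permutation p was 0.357 and 0.232 (two-sided). A dimmer Vcl probe set, in the top 20% by the F statistic, had changes of −0.81 and −0.51. Pecam1, an adhesion molecule of endothelium, was 9.74 ± 0.88 and 10.24 ± 0.20 at the doses against 10.42 ± 0.27 (exact permutation p = 0.175 and 0.375). Rac1, which drives membrane ruffling, was 11.81 ± 0.46 and 12.14 ± 0.03 against 12.11 ± 0.15 (exact permutation p = 0.19 and 0.857). The laminin genes, which build the basement membrane, had changes at 10 ppb of −0.44 (Lama2), −0.41 (Lama3), −0.31 (Lama4), −0.36 (Lamb1), −0.31 (Lamb3) and −0.26 (Lamc1), with exact permutation p from 0.0794 to 0.429. Other probe sets in the top 20% differed from these, with −0.845 and −0.62 for Lamb1 and 0.19 for Lama3. Among the integrins, Itga9 was below every control mouse at 10 ppb (6.36 ± 0.32 against 6.80 ± 0.11, exact permutation p = 0.00794), and Itgax, of macrophages and dendritic cells, was 8.18 ± 0.26 against 8.59 ± 0.14 (exact permutation p = 0.0238). Itgam (4.53 ± 0.26 against 5.53 ± 0.86), Itgb1 (9.56 ± 0.81 against 10.24 ± 0.40), Itga1 (8.13 ± 0.43 against 8.58 ± 0.27) and Itga6 (9.09 ± 0.30 against 9.49 ± 0.23) had exact permutation p = 0.0873, 0.167, 0.0952 and 0.0556. As a list, migration and adhesion had 54 of 60 genes lower at 10 ppb, with a mean change of −0.27, which passed camera with a preset correlation (adjusted p = 9.63e-05) but had adjusted p = 0.396 with an estimated correlation, and exact permutation p = 0.0635. The mean of −0.27 became −0.17 without replicate E, the mouse with high thymus markers. The list read 8.66 in E and 8.81 in A, the mouse with high fat and skeletal muscle markers. It read 9.24 in C and 9.09 in D, against 9.09 to 9.35 in control mice, so most of the lower mean lies in A and E. At 100 ppb the mean change was −0.10 with 43 of 60 lower (adjusted p = 0.0161 preset, adjusted p = 0.942 with an estimated correlation). Adjusted over the list alone, 0 migration genes passed limma at 10 ppb. Over all 4 mice at 100 ppb, the changes of Vcl, Pecam1 and Rac1 were −0.62, −0.45 and −0.23 (exact permutation p = 0.0635, 0.151 and 0.516).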

Supplemental Material, Table 3 (http://www.ehponline.org/members/2009/0800199/suppl.pdf) gives details for the list of genes represented in Figure 4.

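Scn3b, an auxiliary subunit of sodium channels, was 9.17 ± 0.78 in 3 mice given 100 ppb As against 10.0 ± 0.21 in 5 control mice on its brightest probe set (exact permutation p = 0.0357, two-sided). A second Scn3b probe set was 5.12 ± 0.40 against 6.19 ± 0.26 without overlap (exact permutation p = 0.0179), and it was listed as lower by the rank product. At 10 ppb the bright probe set was 9.63 ± 0.70 (n = 4; exact permutation p = 0.349) and the second 5.48 ± 0.84 (p = 0.103 by the same exact test). Adam10, a protease that sheds membrane proteins, was 9.33 ± 0.36 at 10 ppb and 9.36 ± 0.11 at 100 ppb against 9.46 ± 0.31 (exact permutation p = 0.587 and 0.661). Other Adam10 probe sets at 10 ppb had changes of −0.56, −0.78 and 0.25 (exact permutation p = 0.119, 0.0714 and 0.0397). The last of these read 3.34 ± 0.07 at 10 ppb, below the dim filter of log2 5. With the batch as a block these Adam10 probe sets had −0.42, −0.68 and 0.27 (unadjusted p = 0.0473, 0.0226 and 0.00826 by limma). The brightest Adam10 probe set had −0.11 (unadjusted p = 0.257 by limma). The decoy receptor gene Il1r2 was 5.29 ± 0.52 at 10 ppb against 6.09 ± 0.92 (exact permutation p = 0.183), with all 4 mice below the control mean, and 7.85 ± 2.27 at 100 ppb (p = 0.179 by the same exact test), where the mice read 5.66, 10.19 and 7.69. The rank product listed it in opposite directions at the doses. With all 4 mice at 100 ppb the change was −1.85 for Scn3b (exact permutation p = 0.0159), −0.28 for Adam10 (0.27) and 2.46 for Il1r2 (0.0794). None of these genes passed limma after adjustment.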

We performed confirmatory quantitative RT-PCR on a select number of genes to confirm the changes observed by the microarray (Figure 5). Because we observed changes in adhesion and migration pathways and a number of intracellular channels, we confirmed the transcript levels for *Adam10* (a disintegrin and metalloprotease domain 10; Figure 5A) and *Scn3b* (voltage-gated sodium channel subunit 3 beta; Figure 5B). We also confirmed the mRNA levels for *Il1b* (Figure 5C) and the IL-1 decoy receptor *Il1r2* (Figure 5D) by RT-PCR. Not all changes were statistically significant because of variability in the absolute expression among the animals of the groups. However, several were significant (*p* < 0.05), and the remainder showed strong trends in the directions expected from the statistically significant microarray data.

We also investigated alterations at the protein level for inflammatory cytokines and signaling molecules. Because of the limited quantity of tissue remaining from the microarray studies, we repeated the chronic As exposures, optimizing for protein collection, in two separate studies. We used immunoblot to detect levels of pro-IL1b in whole lung homogenate. IL1b propeptide was significantly decreased at both levels of drinking-water As exposure (Figure 6A,C), coincident with the mRNA levels (Figure 5C). We also investigated the levels of TNF-α, another important inflammatory cytokine. Although we did not observe any alterations in TNF-α mRNA levels in the microarray data, we found a significant increase in homotrimeric 51-kDa TNF-α protein levels at both the 10- and 100-ppb drinking-water As exposures (Figure 6B,C).

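On the arrays Tnf was 4.53 ± 0.47 at 10 ppb in water (n = 4, from 4.06 to 5.17), 4.36 ± 0.16 at 100 ppb (n = 3) and 4.24 ± 0.22 in control mice (n = 5, from 3.93 to 4.54) on the log2 scale. The changes of 0.28 and 0.12 lie within the spread between mice (exact permutation p = 0.294 and 0.464, two-sided). With replicate B the mean at 100 ppb was 4.89 ± 1.06 (exact permutation p = 0.135), a difference that comes from replicate B. In food Tnf differed from control by −0.13. These values are low for the array, close to the median of all probe sets, so a small change in Tnf mRNA is hard to see here. TNF-α protein, which is released from a membrane-bound precursor and regulated after transcription, was not analysed here.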

Based on the observations in the microarray data, we also investigated the protein levels of key components of the TLR/IL1R signaling pathways, which includes Myd88, Traf6, and IκBα. The array results indicated that Myd88 (a TLR/IL1R adaptor molecule) and Traf6 (TNF receptor superfamily and TLR/IL1R family signaling mediator) were decreased by As exposure as low as 10 ppb, but the microarray studies did not indicate a change in IκBα. 

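Myd88, the adaptor that couples TLR and IL-1 receptors to their kinases, was 8.79 ± 0.20 at 10 ppb in water (n = 4) and 9.06 ± 0.23 in control mice (n = 5) on the log2 scale. The change of −0.27 did not pass the test (exact permutation p = 0.111, two-sided), although all 4 exposed mice were below the control mean. In the 4 batches that held both groups the exposed mouse was lower each time, by −0.63 to −0.015. The p of limma was 0.0617 unadjusted (adjusted p = 0.517), and with the batch as a block 0.0332 unadjusted, at a change of −0.31. At 100 ppb Myd88 was 9.08 ± 0.18 (n = 3; exact permutation p = 0.893). Traf6 was 6.52 ± 0.27 at 10 ppb and 6.45 ± 0.09 at 100 ppb against 6.48 ± 0.18 (exact permutation p = 0.81 and 0.804). Other Traf6 probe sets at 10 ppb had changes of −0.30, −0.17, −0.14 and 0.26 (exact permutation p = 0.0873, 0.262, 0.246 and 0.0952), but their means of 3.28 to 4.57 lie below the dim filter of log2 5. Nfkbia, the gene of IκBα, which holds NFκB in the cytoplasm, was 12.09 ± 0.28 and 12.27 ± 0.29 at the doses against 12.06 ± 0.29 (exact permutation p = 0.833 and 0.268). Its other probe sets had changes at 10 ppb of 0.36, −0.21, −0.26 and −0.14 (exact permutation p = 0.325, 0.349, 0.143 and 0.714), and at 100 ppb of 0.56, 0.07, 0.18 and 0.40 (exact permutation p = 0.107, 0.857, 0.482 and 0.304). Replicate B included, the changes at 100 ppb were −0.19 for Myd88, −0.36 for Traf6 and 0.22 for Nfkbia (exact permutation p = 0.508, 0.278 and 0.246). In food Myd88 and Traf6 differed from control by −0.09 and −0.03. Whether Myd88 is lower at 10 ppb thus depends on the test.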

Myd88 and Traf6 protein levels were significantly decreased at the 100-ppb drinking-water As exposure (Figure 7A,B,D). Although a number of the animals exposed to 10 ppb As had changes similar to those with 100-ppb exposures, the overall effect was not significant. Ultimately, induction of many inflammatory genes takes place in a nuclear factor κB (NFκB)–dependent manner. Because As has been shown to affect NFκB signaling, we investigated the protein levels of IκBα, the NFκB inhibitory protein. We found IκBα protein levels to be significantly increased at both doses of As exposure (Figure 7C,D).

Because we obtained these results from whole lung homogenate, one explanation could be an alteration in the number and percentage of immune cell populations in the lung. We have previously reported that chronic As exposure at similar doses did not induce any histologic changes or overt cell population changes in mouse lung tissue sections (Andrew et al. 2007). To confirm these results, we investigated total and differential cell counts into the BALF of the As-exposed animals. We found that As exposure did not significantly change the total cell counts in BALF (Figure 8A) or the percentages of macrophages (Figure 8B) or neutrophils (Figure 8C). We observed a trend toward decreased macrophage and neutrophil percentages in the As-exposed animals, but the difference was not significant. However, we did observe small but significant increases in the percentage of lymphocytes in the lavage fluid of the animals exposed to 10 and 100 ppb As (Figure 8D).

## Discussion

In this study, we confirmed several significant alterations in gene expression by transcriptome profiling in the mouse lung after chronic low-dose (10 and 100 ppb) As exposure. In addition, the expression profiles of the animals revealed numerous changes in the mRNA levels of genes involved with cell adhesion and migration, various cellular channels and receptors, differentiation and proliferation, and, most remarkably, the immune response, which was the dominant group of affected genes in this analysis. Interestingly, gene expression changes for a similar list of inflammatory mediators were recently identified by microarray analysis of newborn cord blood in a population of As-exposed mothers (Fry et al. 2007).

Chronic exposure to As in the drinking water has been associated with an increased risk of lung disease in exposed human populations (Ghosh et al. 2007; Marshall et al. 2007; Zaldivar and Ghai 1980). The lung appears to be uniquely sensitive to As, in that chronic ingestion of relatively low, nonovertly toxic doses can elicit increased disease risk, whereas other lung toxicants require inhalation to elicit similar disease risks. Nonmalignant lung disease risk due to As exposure includes bronchiectasis and decreased pulmonary function (Mazumder 2007; Smith et al. 2006), and evidence suggests that the mechanism behind As-related lung disease may be altered inflammatory responses as opposed to direct toxicity (De et al. 2004). Recent laboratory studies in mice have indicated that environmentally relevant levels of As in drinking water can induce alterations in lung gene and protein expression (Andrew et al. 2007; Lantz et al. 2007). In a separate study, we previously reported that some of these gene alterations included genes associated with immune function (Andrew et al. 2007).

Interestingly, chronic ingestion of 10 ppb As in either food or water produced similar patterns and magnitudes of gene expression change, suggesting that As contamination of food as well as water may pose lung disease risks. At the 10-ppb drinking-water dose, many of the changes observed in the microarray, particularly with respect to the immune response, were decreases in transcript levels compared with control. In particular, genes involved in cell migration, hematologic system development and function, and immune response were significantly altered, as identified by rank-product and IPA analyses. IPA-reported connections among genes are not necessarily direct protein–protein interactions but rather represent a variety of reported connections based on published scientific literature. However, such networks can reveal interesting patterns that do not represent canonical pathways per se.

As we and others have observed in previous studies, in this analysis we observed that As elicits noncanonical dose responses at the gene expression level, where some genes were commonly affected at different doses but in opposite directions, whereas other genes were part of dose-specific sets that were nonover-lapping at different doses (Andrew et al. 2003, 2007; Bodwell et al. 2004, 2006; Davey et al. 2007, 2008; Kamat et al. 2005)—something we have referred to as phenotypic switching. This switching can occur at two doses that differ by as little as 5- to 10-fold, and in this study we observed this in comparing gene expression changes at 10 and 100 ppb As in drinking water.

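Neutrophil genes were higher at 100 ppb than at 10 ppb in water. Comparing 3 mice at 100 ppb with 4 at 10 ppb, Ngp differed by 3.82 on the log2 scale, the collagenase Mmp8 by 3.34 (exact permutation p = 0.0286, two-sided), Il1r2 by 2.56 (exact permutation p = 0.0571) and the antimicrobial peptide gene Camp by 2.47, all higher at 100 ppb. The TLR genes Tlr13 (1.02), Cd14 (0.87) and Il1rap (0.79) had exact permutation p = 0.143, 0.143 and 0.0857. Zbtb16 (1.40) and Map3k6 (1.91), which glucocorticoids induce, were also higher at 100 ppb. As lists, all 14 neutrophil markers were higher, with a mean difference of 1.89 (adjusted p = 5.95e-10 by camera with a preset correlation; adjusted p = 0.234 with an estimated correlation; exact permutation p = 0.0286), and 12 of them passed limma when adjusted over the list alone. Of 23 glucocorticoid targets 21 were higher (mean 0.67; adjusted p = 1.57e-08 preset, adjusted p = 0.234 with an estimated correlation; exact permutation p = 0.0857), and 27 of 33 genes of the TLR and IL-1 list (mean 0.31; adjusted p = 0.000877 preset, adjusted p = 0.265 with an estimated correlation). Cell cycle genes (−1.0), thymus markers (−1.32) and fat markers (−1.86) were lower at 100 ppb, and here single mice of the 10 ppb group, replicate A for fat and replicate E for all 3 lists, stood far above the others. The neutrophil markers read 6.82 to 7.23 in the mice at 10 ppb, 7.59, 8.77 and 10.35 at 100 ppb, and 6.78 to 9.42 in control mice, so the control mice span much of the range between the doses. The highest of these, replicate C at 100 ppb, also had NK cell markers at 4.58 (control mice 6.01 to 6.63), B cell markers at 5.56 (6.71 to 7.02), MHC class II genes at 8.95 (9.67 to 9.89) and glucocorticoid targets at 9.75 (8.62 to 9.08). limma called 0 probe sets between the doses with 3 mice (2759 at an unadjusted p under 0.05) and 0 with all 4, which became 41 without 100 ppb replicate A and 1 without 10 ppb replicate D.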

The patterns of gene expression changes we observed led us to confirm a number of genes by quantitative PCR, which demonstrated that many of these individual mRNA changes were even greater than the microarray indicated, something that commonly has been observed in such studies, which suggests that the quantitative range of microarrays for individual genes is much narrower than the highly quantitative and gene-specific quantitative RT-PCR method.

The role for Adam10 in As toxicity is interesting because ADAM family members are proteolytic enzymes, functioning in “protein ectodomain shedding” and play crucial roles in many signaling events (Blobel 2005). It has been recently reported that As exposure at a similar dose can increase MMP-9 production and decrease wound healing/cellular migration in human airway epithelial cells (Olsen et al. 2008). Adam10 has been shown to be a critical component of epithelial cell–cell adhesion and migration (Maretzky et al. 2005). The changes we observed in cellular migration and adhesion genes, including Adam10, concur with recent reports that As can alter focal adhesions and decrease cellular migration (Yancy et al. 2005) and wound healing *in vitro* (Olsen et al. 2008).

Changes in mRNA expression are a powerful tool for investigating effects of toxicants and can reveal detailed pathway information using whole genome transcriptome profiling. However, biological effects of most genes are elicited by their protein products, and changes in mRNA steady-state expression sometimes correlate poorly with changes in protein expression or function. Thus, we were interested in whether there were measurable changes in expression of key immune response genes at the protein expression level in these animals. Quantitative Western blotting revealed significant, dose-dependent changes in the levels of a number of important innate immune proteins.

The alterations in the regulation of many immune genes, especially *Il1b* and *TNF*-α, were particularly striking in the As-exposed animals and indicated a potentially important mechanism of As-related disease in the lung. IL1b is an inflammatory cytokine that can exert effects on nearly every cell type, with numerous functions, including increasing the expression of cyclooxygenase and inducible nitric oxide synthase, other cytokines, chemokines, adhesion molecules, tissue proteases, and matrix metalloproteases (Dinarello 2005). We found many genes in the aforementioned category that were altered by As exposure [Supplemental Material, Table 1(http://www.ehponline.org/members/2009/0800199/suppl.pdf)]. TNF-α is another inflammatory cytokine that plays a key role in regulating the innate immune response. TNF-α production, like IL1b, is tightly regulated by mRNA stability and translation silencing. The intricate feedback loops that regulate TNF expression help to control the period and degree of TNF-α production after the initial induction (Schottelius et al. 2004). It is unclear why TNF-α and IL1b are affected in opposite directions; however, it is well recognized that although TNFα and IL1b are both inflammatory cytokines, they are multifunctional and signal through different pathways and receptors (TNF receptor 1 and 2 vs. IL1R). One explanation is that the increases in TNF-α result from the increased number of lymphocytes within the lung. An alternative is that the increases in TNF-α result from the role of TNF-α in another pathway, such as mitogen-activated protein kinase (MAPK) or death signaling pathways, as opposed to NFκB inflammatory cytokine signaling.

The observed alterations in key components of IL-1/TLR signaling pathways suggest that this signaling pathway is an important target of chronic As exposure in the lung. IκBα was increased at both levels of exposure. Myd88 and Traf6 were significantly decreased at the 100-ppb dose. TLRs recruit a series of adaptor molecules, ultimately leading to a signaling cascade that activates the transcription factor NFκB. Myd88 is an adaptor protein in this process (Akira and Takeda 2004). Traf6 is unique adaptor in its ability to transduce signals from both TNF receptor and IL1R/TLR pathways (Wu and Arron 2003). As exposure (in the form of As trioxide) has been previously reported to increase IκBα levels in the whole lung homogenate in a murine model of asthma (Zhou et al. 2006). Several groups have reported alterations in IκBα levels as a result of As exposure, but the direction and specifics of the response appear to depend on the dose, time, and cell type. Our results show that chronic As exposure affects the gene and protein regulation of this important signaling pathway *in vivo*, primarily in a suppressive manner.

Finally, given that macrophage and neutrophil populations were unchanged in the BALF of the As-exposed animals, the observations in the study indicate that the changes in gene and protein expression are attributable to an effect of As on innate immune signaling pathways, as opposed to a change in innate immune cell populations within the lung. The observed increase of lymphocytes was unexpected and warrants future investigation but may ultimately explain the increased levels of TNF-α. Under inflammatory conditions, macrophages are the primary producers of TNF-α, but lymphocytes can also be potent producers of TNF-α. Because very few lymphocytes can be isolated from the lungs of mice maintained in a sanitary animal facility without introducing an intentional infection, the observed increase in lymphocyte populations within the lung will be investigated in a different model system.

Overall, this study indicates that chronic low-dose As exposure can have significant effects on expression profiles in mouse lung and, more important, on the protein levels of many important immune mediators at doses as low as the current U.S. EPA drinking-water standard. The effect of chronic low-dose As on the regulation of inflammatory pathways indicates a potential mechanism of As-related disease risk in the lung. After 5 weeks of low-dose exposure, the animals displayed no signs of overt toxicity or a physiologic phenotype, as might be expected at such a low dose for a relatively short period of time. However, the observed down-regulation of key innate immune regulators indicates that As-exposed animals may be at an increased risk of contracting respiratory infection. This may be a potential mechanism behind the increased risk of lung disease in As-exposed populations, such as bronchiectasis, which is known to be related to an increased incidence of respiratory infection. Because the TLR/IL-1 pathway plays such a critical function in the initial response to pathogens, we predict that there will be a functional consequence as a result of the changes we observed. A recent study has indicated that in response to an ovalbumin challenge (a well-accepted murine model of allergic asthma), mice treated with arsenic trioxide demonstrated significant immune suppression indicated by decreases in cytokine production, reduced eosinophil recruitment/migration to the lung, and diminished NFκB activation (Zhou et al. 2006). It has also recently been shown that *in utero* exposure to As in human populations is positively correlated with acute respiratory infections (Raqib et al. 2009). Future studies will aim to address whether the observed dysregulation by chronic low-dose As exposure can lead to the development of a physiologic phenotype or altered disease risk in response to respiratory viral infection.

## Figures and Tables

**Figure 1:**
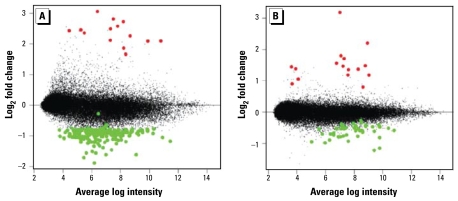
Chronic As exposure at the current drinking water standard alters gene expression in mouse lung: intensity-dependent data from the microarray analysis of mice exposed to 10 ppb As (*A*) or 100 ppb As (*B*) in drinking water compared with control. Genes identified by rank-product analysis to be significantly up-regulated by As exposure are highlighted in red, and genes identified to be significantly down-regulated are highlighted in green.

**Figure 2:**
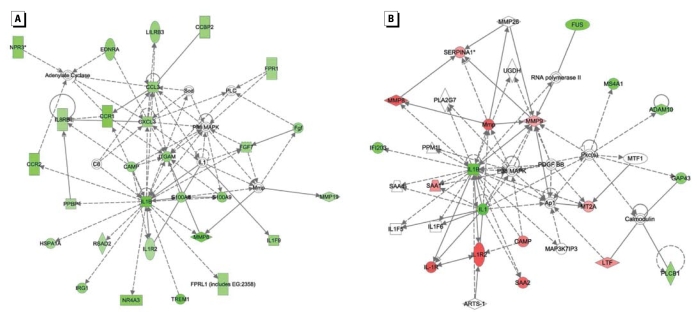
IPA of gene expression changes induced by As exposure indicates similar networks for both the 10-ppb exposure (*A*) and 100-ppb exposure (*B*). The top functions of these networks are cellular movement, hematologic system development and function, and immune response. Gene symbols are located in the center of each box; green shapes indicate down-regulated genes, and red shapes indicate up-regulated genes, compared with control. Nonshaded shapes indicate genes that IPA inserted to obtain the most connections within the network, but these genes were not regulated by the experimental treatment. See Supplemental Material, Table 4 (http://www.ehponline.org/members/2009/0800199/suppl.pdf) for legend to symbols.

**Figure 3:**
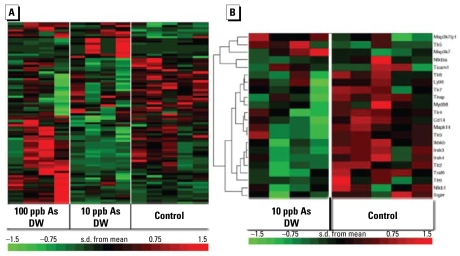
Genomewide (*A*) and TLR/IL-1 pathway (*B*) transcriptome microarray analysis of immune response genes. DW, drinking water. Each column represents a separate animal, grouped manually by treatment; genes are clustered by relational analysis using standard Pearson correlation (see “Materials and Methods”). Individual Affymetrix probes that were differentially expressed are represented across each row. Green boxes indicate genes that were significantly down-regulated, and red boxes indicate genes that were up-regulated, relative to control. (*A*) Heat map of clustered, differentially regulated probes. The ANOVA function of R was used to generate a list of the differentially regulated genes. A comprehensive list of genes known to have a function in the immune response was intersected with a list of the top 5% of genes identified by ANOVA. (*B*) Heat map of raw RMA normalized probe data based in literature references used to create a list of genes known to play a role in the TLR/IL1R signaling pathway.

**Figure 4:**
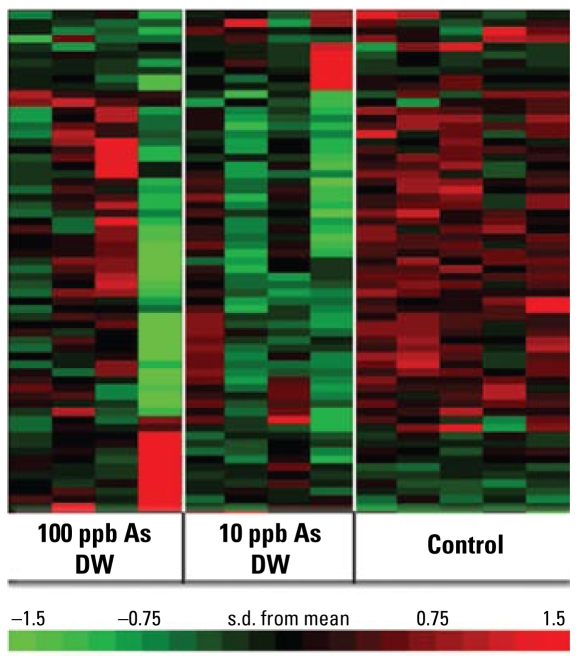
Genomewide transcriptome microarray analysis of cellular migration genes: heat map of clustered, differentially regulated probes. DW, drinking water. Genomewide transcriptome microarrays were run and treated as described in Figure 3. The ANOVA function of R was used to create a list of the differentially regulated genes. A comprehensive list of genes known to have a function in the cellular migration was created using Affymetrix NETAFFX. This list was intersected with a list of the top 20% of genes identified by ANOVA.

**Figure 5:**
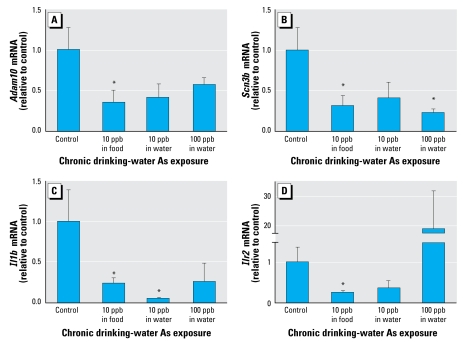
PCR confirmation of genes identified by microarray analysis to be altered by As exposure: transcript levels for *Adam10* (*A*), *Scn3b* (*B*), *Il1b* (*C*), and *Il1r2* (*D*) determined by quantitative real-time RT-PCR. Relative mRNA levels are expressed as arbitrary units, normalized to the data from control animals. Each bar represents mean + SEM of relative values from 4–6 animals per treatment. *p < 0.05 versus control (one-tailed Student’s *t*-test).

**Figure 6:**
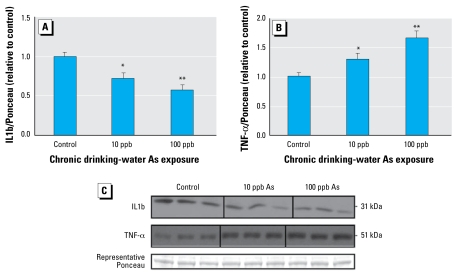
Low-dose As alters protein levels of IL1b and TNF-α in whole lung homogenate: densitometric quantification from all animals from two separate experimental repeats (*n* = 6 per experimental repeat; *n* = 12 total) in each group for levels of IL1b (*A*) and TNF-α (*B*) protein (representative Western blot results for three mice from each treatment group). (*C*) Data from two representative Ponceau bands averaged and used for normalization. Error bars represent mean + SEM of values for 12 mice per treatment. *p < 0.05, **p < 0.01, versus control, two-tailed Student’s *t*-test.

**Figure 7:**
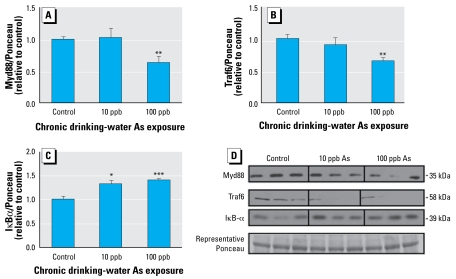
Low-dose As alters the protein levels of TLR and IL1R signaling pathway mediators: densitometric quantification from all animals from two separate experimental repeats (*n* = 6 per experimental repeat; *n* = 12 total) in each group for Myd88 (*A*), Traf6 (*B*), and IκBα (*C*) protein levels (representative Western blot results for three mice from each treatment group). (*D*) Data from two representative Ponceau bands were averaged and used for normalization. Error bars represent mean + SEM of values for 12 mice per treatment. *p < 0.05, **p < 0.01, *** *p* < 0.001, versus control, two-tailed Student’s *t*-test.

**Figure 8:**
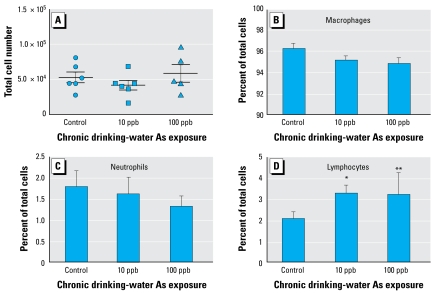
Low-dose As exposure increases lymphocytes in BALF. (*A*) Total cells recovered from the lungs of control and As-exposed animals by bronchoalveolar lavage. Cell differentials were determined by cellular morphology from 10 random fields after staining of cytospin slides. Macrophages (*B*), neutrophils (*C*), and lymphocytes (*D*) were identified (represented as a percentage of total cells). Error bars represent mean + SEM of values for five to six mice per treatment. *p < 0.05, **p < 0.01, versus control, two-tailed Student’s *t*-test.

## References

[b1-ehp-117-1108] Abernathy CO, Liu YP, Longfellow D, Aposhian HV, Beck B, Fowler B (1999). Arsenic: health effects, mechanisms of actions, and research issues. Environ Health Perspect.

[b2-ehp-117-1108] Agency for Toxic Substances and Disease Registry (1999). Toxicological Profile for Arsenic (Update).

[b3-ehp-117-1108] Akira S, Takeda K (2004). Toll-like receptor signalling. Nat Rev Immunol.

[b4-ehp-117-1108] Andrew AS, Bernardo V, Warnke LA, Davey JC, Hampton T, Mason RA (2007). Exposure to arsenic at levels found in U.S. drinking water modifies expression in the mouse lung. Toxicol Sci.

[b5-ehp-117-1108] Andrew AS, Jewell DA, Mason RA, Whitfield ML, Moore JH, Karagas MR (2008). Drinking-water arsenic exposure modulates gene expression in human lymphocytes from a U.S. population. Environ Health Perspect.

[b6-ehp-117-1108] Andrew AS, Warren AJ, Barchowsky A, Temple KA, Klei L, Soucy NV (2003). Genomic and proteomic profiling of responses to toxic metals in human lung cells. Environ Health Perspect.

[b7-ehp-117-1108] Blobel CP (2005). ADAMs: key components in EGFR signalling and development. Nat Rev.

[b8-ehp-117-1108] Bodwell JE, Gosse JA, Nomikos AP, Hamilton JW (2006). Arsenic disruption of steroid receptor gene activation: complex dose-response effects are shared by several steroid receptors. Chem Res Toxicol.

[b9-ehp-117-1108] Bodwell JE, Kingsley LA, Hamilton JW (2004). Arsenic at very low concentrations alters glucocorticoid receptor (GR)-mediated gene activation but not GR-mediated gene repression: complex dose-response effects are closely correlated with levels of activated GR and require a functional GR DNA binding domain. Chem Res Toxicol.

[b10-ehp-117-1108] Breitling R, Armengaud P, Amtmann A, Herzyk P (2004). Rank products: a simple, yet powerful, new method to detect differentially regulated genes in replicated microarray experiments. FEBS Lett.

[b11-ehp-117-1108] Breitling R, Herzyk P (2005). Rank-based methods as a non-parametric alternative of the T-statistic for the analysis of biological microarray data. J Bioinform Comput Biol.

[b12-ehp-117-1108] Corsini E, Asti L, Viviani B, Marinovich M, Galli CL (1999). Sodium arsenate induces overproduction of interleukin-1alpha in murine keratinocytes: role of mitochondria. J Invest Dermatol.

[b13-ehp-117-1108] Davey JC, Bodwell JE, Gosse JA, Hamilton JW (2007). Arsenic as an endocrine disruptor: effects of arsenic on estrogen receptor-mediated gene expression *in vivo* and in cell culture. Toxicol Sci.

[b14-ehp-117-1108] Davey JC, Nomikos AP, Wungjiranirun M, Sherman JR, Ingram L, Batki C (2008). Arsenic as an endocrine disruptor: arsenic disrupts retinoic acid receptor- and thyroid hormone receptor-mediated gene regulation and thyroid hormone-mediated amphibian tail metamorphosis. Environ Health Perspect.

[b15-ehp-117-1108] De BK, Majumdar D, Sen S, Guru S, Kundu S (2004). Pulmonary involvement in chronic arsenic poisoning from drinking contaminated ground-water. J Assoc Phys India.

[b16-ehp-117-1108] Dinarello CA (2005). Interleukin-1beta. Crit Care Med.

[b17-ehp-117-1108] Fry RC, Navasumrit P, Valiathan C, Svensson JP, Hogan BJ, Luo M (2007). Activation of inflammation/NF-kappaB signaling in infants born to arsenic-exposed mothers. PLoS Genet.

[b18-ehp-117-1108] Ghosh P, Banerjee M, De Chaudhuri S, Chowdhury R, Das JK, Mukherjee A (2007). Comparison of health effects between individuals with and without skin lesions in the population exposed to arsenic through drinking water in West Bengal, India. J Expo Sci Environ Epidemiol.

[b19-ehp-117-1108] Gosse J, Hampton T, Davey J, Hamilton J, Sahu S (2008). A new approach to analysis and interpretation of toxicogenomic gene expression data and its importance in examining biological responses to low, environmentally relevant doses of toxicants. Toxicogenomics: A Powerful Tool for Toxicity Assessment.

[b20-ehp-117-1108] Kamat CD, Green DE, Curilla S, Warnke L, Hamilton JW, Sturup S (2005). Role of HIF signaling on tumorigenesis in response to chronic low-dose arsenic administration. Toxicol Sci.

[b21-ehp-117-1108] Karagas MR, Stukel TA, Tosteson TD (2002). Assessment of cancer risk and environmental levels of arsenic in New Hampshire. Int J Hyg Environ Health.

[b22-ehp-117-1108] Kozul CD, Nomikos AP, Hampton TH, Warnke LA, Gosse JA, Davey JC (2008). Laboratory diet profoundly alters gene expression and confounds genomic analysis in mouse liver and lung. Chem-Biol Interact.

[b23-ehp-117-1108] Lage CR, Nayak A, Kim CH (2006). Arsenic ecotoxicology and innate immunity. Integr Comp Biol.

[b24-ehp-117-1108] Lantz RC, Lynch BJ, Boitano S, Poplin GS, Littau S, Tsaprailis G (2007). Pulmonary biomarkers based on alterations in protein expression after exposure to arsenic. Environ Health Perspect.

[b25-ehp-117-1108] Lemarie A, Morzadec C, Bourdonnay E, Fardel O, Vernhet L (2006). Human macrophages constitute targets for immunotoxic inorganic arsenic. J Immunol.

[b26-ehp-117-1108] Maretzky T, Reiss K, Ludwig A, Buchholz J, Scholz F, Proksch E (2005). ADAM10 mediates E-cadherin shedding and regulates epithelial cell-cell adhesion, migration, and beta-catenin translocation. Proc Natl Acad Sci USA.

[b27-ehp-117-1108] Marshall G, Ferreccio C, Yuan Y, Bates MN, Steinmaus C, Selvin S (2007). Fifty-year study of lung and bladder cancer mortality in Chile related to arsenic in drinking water. J Natl Cancer Inst.

[b28-ehp-117-1108] Mazumder DN (2007). Arsenic and non-malignant lung disease. J Environ Sci Health.

[b29-ehp-117-1108] National Research Council (1999). Arsenic in Drinking Water.

[b30-ehp-117-1108] Nayak AS, Lage CR, Kim CH (2007). Effects of low concentrations of arsenic on the innate immune system of the zebrafish (*Danio rerio*). Toxicol Sci.

[b31-ehp-117-1108] Olsen CE, Liguori AE, Zong Y, Lantz RC, Burgess JL, Boitano S (2008). Arsenic upregulates MMP-9 and inhibits wound repair in human airway epithelial cells. Am J Physiol.

[b32-ehp-117-1108] Patterson R, Vega L, Trouba K, Bortner C, Germolec D (2004). Arsenic-induced alterations in the contact hypersensitivity response in Balb/c mice. Toxicol Appl Pharmacol.

[b33-ehp-117-1108] Raqib R, Ahmed S, Sultana R, Wagatsuma Y, Mondal D, Hoque AM (2009). Effects of *in utero* arsenic exposure on child immunity and morbidity in rural Bangladesh. Toxicol Lett.

[b34-ehp-117-1108] Schottelius AJ, Moldawer LL, Dinarello CA, Asadullah K, Sterry W, Edwards CK (2004). Biology of tumor necrosis factor-alpha- implications for psoriasis. Exp Dermatol.

[b35-ehp-117-1108] Selgrade MK (2007). Immunotoxicity: the risk is real. Toxicol Sci.

[b36-ehp-117-1108] Smith AH, Hopenhayn-Rich C, Bates MN, Goeden HM, Hertz-Picciotto I, Duggan HM (1992). Cancer risks from arsenic in drinking water. Environ Health Perspect.

[b37-ehp-117-1108] Smith AH, Marshall G, Yuan Y, Ferreccio C, Liaw J, von Ehrenstein O (2006). Increased mortality from lung cancer and bronchiectasis in young adults after exposure to arsenic *in utero* and in early childhood. Environ Health Perspect.

[b38-ehp-117-1108] Soto-Pena GA, Luna AL, Acosta-Saavedra L, Conde P, Lopez-Carrillo L, Cebrian ME (2006). Assessment of lymphocyte subpopulations and cytokine secretion in children exposed to arsenic. FASEB J.

[b39-ehp-117-1108] Tapio S, Grosche B (2006). Arsenic in the aetiology of cancer. Mutat Res.

[b40-ehp-117-1108] U.S. EPA (2001). National primary drinking water regulations; arsenic and clarifications to compliance and new source contaminants monitoring. Fed Reg.

[b41-ehp-117-1108] Vega L, Styblo M, Patterson R, Cullen W, Wang C, Germolec D (2001). Differential effects of trivalent and pentavalent arsenicals on cell proliferation and cytokine secretion in normal human epidermal keratinocytes. Toxicol Appl Pharmacol.

[b42-ehp-117-1108] Watanabe C, Inaoka T, Matsui T, Ishigaki K, Murayama N, Ohtsuka R (2003). Effects of arsenic on younger generations. J Environ Sci Health.

[b43-ehp-117-1108] Wu H, Arron JR (2003). TRAF6, a molecular bridge spanning adaptive immunity, innate immunity and osteoimmunology. Bioessays.

[b44-ehp-117-1108] Wu MM, Chiou HY, Ho IC, Chen CJ, Lee TC (2003). Gene expression of inflammatory molecules in circulating lymphocytes from arsenic-exposed human subjects. Environ Health Perspect.

[b45-ehp-117-1108] Yancy SL, Shelden EA, Gilmont RR, Welsh MJ (2005). Sodium arsenite exposure alters cell migration, focal adhesion localization and decreases tyrosine phosphorylation of focal adhesion kinase in H9C2 myoblasts. Toxicol Sci.

[b46-ehp-117-1108] Yu HS, Chang KL, Yu CL, Wu CS, Chen GS, Ho JC (1998). Defective IL-2 receptor expression in lymphocytes of patients with arsenic-induced Bowen’s disease. Arch Dermatol Res.

[b47-ehp-117-1108] Zaldivar R, Ghai GL (1980). Clinical epidemiological studies on endemic chronic arsenic poisoning in children and adults, including observations on children with high- and low-intake of dietary arsenic. Zentralbl Bakteriol.

[b48-ehp-117-1108] Zhou LF, Zhu Y, Cui XF, Xie WP, Hu AH, Yin KS (2006). Arsenic trioxide, a potent inhibitor of NF-kappaB, abrogates allergen-induced airway hyperresponsiveness and inflammation. Respir Res.

How the deposited data were processed for this re-analysis (not part of the article)

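Lung RNA of mice was measured on Affymetrix mouse whole-genome arrays, 1 array per mouse, 55 arrays in all. The 18 mice of the article were on the AIN-76A diet for 5 weeks: 5 control mice, 4 with 10 ppb and 4 with 100 ppb As in drinking water, and 5 with 10 ppb As in food. The data also hold 17 mice on a diet labelled LRD (4 control, 5 with 10 ppb in food, 5 with 10 ppb in water, 3 with 100 ppb in water) and 20 mice on the AIN-76A diet injected with saline, dexamethasone, arsenite or dexamethasone and arsenite, 5 each. Mice were mapped to groups by their sample labels, which carry a replicate letter. Letters do not pair mice across groups: the median correlation between 20 pairs of exposed and control mice with the same letter was −0.054 over the 18 mice, against 0.0107 for other pairs, while 25 pairs from the same array batch had 0.259. The batch was taken from the name of the raw array file, and the 5 batches hold 11 arrays each.

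The deposited values are log2 values that the authors made from the raw arrays with robust multiarray averaging (RMA). Which arrays were normalized together is not stated. The raw arrays were not used here. Column medians, with 3 arrays of low quality set aside, ran from 4.245 to 4.369 and SDs from 2.294 to 2.418, so the columns share 1 scale. Of 45101 probe sets, 64 controls were left out, and 45037 were tested. Of these 34945 carry 1 gene symbol, 932 several and 9160 none, and genes were named only where a probe set carries 1 symbol. Entrez numbers matched 34741 of them to a mouse annotation, which changed 0 symbols. A gene with several probe sets is given by the one with the highest mean over the fitted arrays. The best-ranked genes of the rank product, and the genes named as examples of the top groups of the F statistic, are given by the probe set found there. Other probe sets are given where named. The precision of a mean is that of 3 to 5 mice. Group means of single genes are given with the SD over mice, and changes given alone have none. The median SD of the log2 values of an array was 2.396 in control mice, 2.37 at 10 ppb in water, 2.37 at 100 ppb in water and 2.372 in food.

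Groups were compared with limma 3.58.1 in R 4.3.3 (1 linear model over the mice of a diet or of the injections, empirical Bayes, Benjamini-Hochberg over all probe sets, threshold 0.05). The comparison of control, 10 ppb and 100 ppb in water used the moderated F statistic of the same tool. The rank product of Breitling was written anew in Python 3.11.15 with numpy 2.4.6, over all exposed-control differences, with 100 random orderings and a threshold of 0.05 for the estimated share of false positives. The article states a p of 0.05, and the plain p is among the alternatives. It was tested on simulated data with 50 raised and 50 lowered probe sets at a log2 change of 1, and as many at a change of 2. Gene lists, 19 of function and 27 of cell type markers, were compared with camera of limma at a preset correlation of 0.01 between genes, on genes above log2 5 in at least 4 arrays, and again with the correlation estimated from the data. The list results and limma p of single genes at the claims come from the fit of 17 mice without 100 ppb water replicate B, unless all 4 mice are named. The article does not name the array it left out for degraded RNA, and replicate B is taken here to be that array. Single genes and list means were compared with exact permutation tests in scipy 1.17.1, two-sided. Tables used pandas 2.3.3 and figures matplotlib 3.10.9. Correlations between changes were set against 1000 simulated pairs of unchanged groups that share the control mice, and list overlaps against 100. Each comparison was also repeated for other divisions of the same mice into groups of the same sizes, at most 100.

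The genes named are the 10 with the largest rise and the 10 with the largest fall that passed limma, and, since fewer passed, the best-ranked genes of the rank product, up to 10 in each direction. One gene among them is not reported here. To these come the genes the article names, genes legible in its Figure 2, and up to 4 members of each gene list described. For comparisons the article does not make, 5 genes are named in each direction. Alternatives tried were a filter on dim probe sets, the array batch as a block, the replicate letter as a block, array weights, quantile or median centring, the plain rank product p, 1 difference per exposed mouse, the estimated correlation and exact tests for lists, and leaving out each mouse in turn. Leaving out the 3 arrays of low quality (100 ppb water replicate B, arsenite injection replicate E and LRD 10 ppb water replicate C), or replicates A and E of the 10 ppb group, was added after the data had been seen. RT-PCR, immunoblots and lavage cells of the article were not analysed here. The network tool and the supplementary gene tables of the article were not used here.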

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

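Of the 9 tests of explanations below, 7 were chosen after the pattern had been seen, and the 2 that ask about both diets were set before. The divisions of the LRD mice without the array of low quality were also chosen after. Of 94 groups of values searched for single outlying mice, 15 held 1, where chance gives about 1 in 20.

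The first pattern is the set of 240 probe sets with a mean change over 1 on the log2 scale at 10 ppb in water. Without replicates A and E, 0.0167 of them kept such a change, while leaving out any other pair of mice kept 0.421 to 1. This is consistent with RNA of fat, muscle or thymus in single lung samples. An effect of As of about this size in every mouse is excluded for the set as a whole, since its median change was −0.0228 in replicate C (SD over probe sets 0.354) and 0.0587 in D (0.485), against 0.992 in A and 3.83 in E. Of the probe sets, 0.0208 had all 4 exposed mice above all 5 control mice, where chance gives 0.00794, which is below what an effect in every mouse predicts but does not by itself decide, because control mice spread widely. A smaller effect in every mouse stays open for the 0.225 of the probe sets with all 4 exposed mice above the control mean. A change of cell types within the lung of the same mice was not tested.

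The second pattern is the higher immune and acute phase genes at 100 ppb in water. A glucocorticoid-like state of single mice stays open: the mean of 83 genes raised by injected dexamethasone and the mean of 8 genes drawn as higher in Figure 2B correlated over 17 mice with r = 0.463 (permutation p = 0.0846, two-sided; adjusted over 4 correlations 0.339), and with r = 0.377 within groups and 0.698 within array batches, but Spearman's rho was 0.00735 (permutation p = 0.982) and r without the 2 farthest mice was −0.0283. Degraded RNA in 1 array stays open too, since the change of 1.61 with all 4 mice was 1.2 without replicate B, a share of 0.744, and leaving out replicate C gave 1.25, A 2.11 and D 1.88. An effect of 100 ppb As of about 1.2 in every mouse, whatever the diet, is excluded if the LRD diet itself held little As. Whether it did is not stated. The same genes changed by −0.0125 on the LRD diet (SD over mice 0.222 in 4 control and 0.339 in 3 exposed mice, exact permutation p = 0.971). A smaller effect, or one in single mice, stays open. On the AIN-76A diet the mean of these genes read 6.21, 8.79 and 6.89 in replicates A, C and D, against 5.57 to 7.14 in control mice. On the AIN-76A diet with 3 mice the exact permutation p of this mean was 0.125.

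The third pattern is the 198 probe sets listed as lower at 10 ppb in water. Fewer neutrophils in the lung stays open. The markers had a mean change of −0.94, not below the −0.97 of the list as this explanation would need, but the list was chosen for low values. Over 9 mice, the list without its neutrophil markers (188 probe sets) followed the 14 markers within groups with r = 0.342 (exact permutation p = 0.369, two-sided; adjusted 0.491) and rho = 0.45 (exact permutation p = 0.23), and without the 2 farthest mice r was −0.155. Dilution of lung RNA by another tissue could explain part of it, as the mean change without replicates A and E was 0.654 of the whole, against 0.824 to 1.35 for other pairs. An effect of 10 ppb As whatever the diet stays open, since 0.677 of the probe sets (134) were also lower on the LRD diet (0.49 of all probe sets), by a mean of −0.165, and other divisions of the mice reached this share in 52 of 126. Without its array of low quality the share was 0.237 (0.483 of all probe sets) and the mean change 0.119, in the opposite direction, and 12 of 70 divisions gave a share as low.

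Single arrays stood apart by the SD of their log2 values: 100 ppb water replicate B at 1.89 (next 2.352), LRD 10 ppb water replicate C at 2.227 (next 2.379), arsenite injection replicate E at 1.172 (next 2.366) and dexamethasone and arsenite injection replicate A at 2.305 (next 2.386). The 3' minus 5' difference of control probe sets was 3.15 in LRD 10 ppb water replicate C (next 1.032) and −0.83 in arsenite injection replicate E (next 0.69). At 100 ppb in water, replicate B also stood apart in Tnf at 6.46 (next 4.51), Traf6 at 5.13 (next 6.38), the migration list at 7.88 (next 9.05) and endothelial markers at 9.16 (next 10.58). At 10 ppb in water, replicate A stood apart in glucocorticoid targets at 8.79 (next 8.40) and skeletal muscle markers at 10.44 (next 4.77), and replicate E in cell cycle genes at 9.56 (next 6.51). Control replicate E had skeletal muscle markers at 8.36 (next 5.08), and food replicate E the cytokine list at 7.41 (next 7.2). The effect of 100 ppb in water differed between the diets by 0.53 for circadian clock genes (adjusted p = 0.000788 by camera with an estimated correlation) and by 2.97 for liver markers (adjusted p = 0.0134), where LRD control replicate A read 10.83 in liver markers against 4.47 to 6.36 in the other LRD control mice. The exact permutation tests compare 2 groups, so they do not decide on this difference between the diets. Without low-quality arrays 2 lists passed with an estimated correlation, and 1 with the batch block as well. Comparisons the article does not make had 4 probe sets past limma between the diets, 8 after dexamethasone and 7 after dexamethasone and arsenite.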

How the results depend on the processing

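All settings here were fixed before the data were examined except those without low-quality arrays, without replicates A and E, and both of these with the batch block, which were chosen after seeing the results. Across settings, 306 counts stayed within 1.5 times the main count and 114 moved; of the tests 397 stayed, 16 became stronger, 14 weaker and 23 reversed in sign; of the other values 21 stayed, 13 moved and 2 reversed. No setting gave a probe set past limma for As in water against control. For As in food, leaving out low-quality arrays and blocking on batch gave 1 (Zbtb16). The diet comparison of 4 became 9 in that setting. The dexamethasone count of 8 became 3 with the batch block, 0 with the replicate block, 282 without low-quality arrays and 475 with the batch block as well. For dexamethasone and arsenite, 7 became 11 with the dim filter, 14 with the batch block, 0 with the replicate block, 340 and 936.

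The rank product moved most. Its counts at 10 ppb in water (16 higher, 198 lower) became 2287 and 3488 by the plain p, 53 lower with the dim filter, 7 and 0 with 1 difference per exposed mouse, 99 and 331 with the batch block, and 0 and 68 without replicates A and E. At 100 ppb (17 and 25 with all 4 mice) they became 2392 and 3352, 26 and 6, 6 and 0, and 82 and 151. In food (28 and 49) they became 2054 and 2528, 14 and 24, 18 and 0, and 169 lower with the batch block. Lists past camera at 10 ppb in water (27) became 0 with an estimated correlation and 0 with exact tests. At 100 ppb (5) they became 0 with exact tests, 10 with no filter, 14 with the replicate block and 8 without low-quality arrays. In food (11) they became 0, 0, 19 with the replicate block and 3 without low-quality arrays, and between the doses (23) 3 with an estimated correlation and 0 with exact tests. With 4 mice against 5 the smallest possible exact p is 0.00794. After adjustment over 43 lists 1 list alone could not pass, so the 0 of the exact tests decides little.

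Signs reversed for the TLR and IL-1 list at 100 ppb without low-quality arrays (0.0319), migration in food with the replicate block (0.0923), and migration between the doses without low-quality arrays (0.17). Myd88 at 100 ppb became 0.0194 without low-quality arrays, 0.0919 with quantile normalization and 0.0445 with array weights. At 10 ppb, Traf6 became −0.0037 with median centring and −0.0359 with array weights, and Nfkbia −0.00485 and −0.0165. The correlation of food and water became −0.0721 with divided controls, −0.00145 with the replicate block and 0.102 with the dim filter, and that of the doses 0.256, 0.268 with the dim filter and 0.252 without low-quality arrays.

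Leaving out 1 mouse at a time gave these lowest and highest values: limma counts 0 and 41 between the doses, 3 and 4 between the diets, 0 and 7 for dexamethasone, 0 and 10 for dexamethasone and arsenite; rank product at 10 ppb in water 0 and 21 higher, 35 and 536 lower, at 100 ppb 4 and 26 higher, 3 and 129 lower, in food 3 and 36 higher, 10 and 154 lower; lists 20 and 30, 6 and 11, 7 and 19, and between the doses 20 and 27; immune probe sets in the top group 34 and 72, migration 39 and 60; the correlation of food and water 0.0688 and 0.367, of the doses 0.16 and 0.501. For 10 ppb in water, 100 ppb in water, food and between the doses, the TLR and IL-1 list had −0.34 and −0.24, −0.23 and 0.0319, −0.13 and −0.05, 0.05 and 0.31; migration −0.36 and −0.17, −0.53 and −0.10, −0.0438 and 0.015, −0.26 and 0.17; neutrophil markers −1.23 and −0.57, 0.76 and 1.69, −0.57 and 0.0841, 1.70 and 2.62. For 10 and 100 ppb in water, Il1b had −1.97 and −1.43, −2.68 and −1.17; Il1r2 −1.09 and −0.48, 1.76 and 3.42; Tnf 0.07 and 0.44, 0.12 and 0.87; Myd88 −0.33 and −0.18, −0.30 and 0.0194; Traf6 −0.083 and 0.12, −0.50 and −0.03; Nfkbia −0.0514 and 0.13, 0.14 and 0.33; Adam10 −0.28 and −0.02, −0.40 and −0.09; Scn3b −0.59 and −0.16, −2.39 and −0.83.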

Differences from the paper's values

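No test in this part was chosen after seeing a difference. In Figure 1B, about 16 probe sets are marked as higher and about 60 as lower in the paper's comparison of 100 ppb As in water with control, counted by eye. The rank product here, over the 3 mice without replicate B, taken here to be the sample the article left out and does not name, listed 4 as higher and 4 as lower. By the plain rank product p, an alternative set before the data were examined, the 3 mice gave 1755 and 2622, which also differ. Over all 4 mice it listed 17 as higher, near the paper's count, and 25 as lower, which differs. Of the other alternatives set before the data were examined, over all 4 mice, the plain p gave 2392 and 3352, the dim filter 26 and 6, 1 difference per exposed mouse 6 and 0, and the batch block 82 and 151, all of which differ from the paper's counts. The paper states a p-value of 0.05 for the rank product. The estimated share of false positives is the main setting here, and the plain p gives far more probe sets than Figure 1 shows. In Figure 1A the paper marks about 14 probe sets as higher at 10 ppb, and 16 were found here. The largest changes, about 3.1 and about 3.2 in the paper's plots, were 3.07 and 3.12.

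The paper states from its arrays that Myd88 and Traf6 were lower after As exposure as low as 10 ppb. Here Myd88 had a change of −0.27 at 10 ppb that did not pass the exact permutation test (p = 0.111, two-sided). With the batch as a block, set before the data were examined, the change was −0.31 (unadjusted p = 0.0332 by limma), and the exposed mouse was lower in 4 of 4 shared batches, both in the paper's direction. Traf6 had 0.04 on the 1 probe set whose mean is above the dim filter of log2 5. At 100 ppb with 3 mice the changes were 0.02 and −0.03. The paper states that food gave mRNA alterations similar to those of water at 10 ppb. The correlation of 0.203 found here lies inside the range of −0.354 to 0.886 for unchanged groups that share the same control mice, so it decides neither way.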

Other observations

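The tests on other divisions of the mice were set before their results were seen, and those without low-quality arrays or within array batches were chosen after. The sample labels give only the As that was added, not what the LRD diet itself held. Mice on the LRD diet without added As (n = 4) differed from control mice on the AIN-76A diet (n = 5) in 4 probe sets past limma (941 at an unadjusted p under 0.05), in 3 named genes. Cyp1a1, a target of the Ah receptor, was 9.09 ± 0.35 against 3.91 ± 0.61 (adjusted p = 4.54e-13), Rbp7 7.64 ± 0.18 against 3.57 ± 0.28 (adjusted p = 4.57e-14) and Ppp2r2c 5.06 ± 0.31 against 3.92 ± 0.22 (adjusted p = 0.000165), all on the log2 scale by limma. Leaving out low-quality arrays and blocking on batch added Olfm2 (1.79), Dbp (1.48) and Hsd11b2 (1.13). Of the lists, 18 of 43 passed camera with a preset correlation. By exact tests 0 passed, though with so few mice 1 list alone could not have passed after adjustment. With an estimated correlation 3 passed over all arrays, 3 with the batch block and 4 without low-quality arrays. The 4 are liver markers 2.46 (adjusted p = 0.00583 with an estimated correlation), Ah receptor targets 1.08 (0.00113), circadian clock 0.39 (0.00113) and monocyte markers −0.37 (0.0278). In liver markers LRD control replicate A read 10.83, the other LRD control mice 4.47 to 6.36 and the AIN-76A control mice 4.03 to 4.46, so 1 mouse carries much of this difference. Other divisions of these mice gave as many probe sets in 20 of 100 (highest 1713, real 941), so chance is not excluded for the count as a whole. Within array batches the real count was the highest of 12 divisions (610, 941), too few for a share under 0.05.

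As on the LRD diet gave 0 probe sets past limma (1183 at an unadjusted p under 0.05 at 10 ppb in water, 933 at 100 ppb in water, 705 in food). Without the low-quality array, the TLR and IL-1 list had a mean change of 0.16 at 100 ppb and 0.15 in food (28 of 33 higher; adjusted p = 0.000922 preset, adjusted p = 0.288 with an estimated correlation), and immediate early genes 0.44 in food (22 of 23 higher). At 100 ppb circadian clock genes had −0.45 (exact permutation p = 0.0286, two-sided). Lists past camera were 9, 12 and 16 of 41 with the preset correlation, and 0 with an estimated one. Other divisions reached the counts in 95 of 100 (highest 9096, real 1183), 18 of 35 (5088, 933) and 83 of 100 (5723, 705). For the difference between diets they did so in 43 of 100 at 10 ppb (5083, 1412) and in 15 of 100 at 100 ppb (9777, 2816). Chance is excluded in none of these.

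Injected dexamethasone (n = 5 against 5 with saline) gave 8 probe sets past limma (1056 at an unadjusted p under 0.05), in 5 named genes: Tecrl 6.89 ± 0.43 against 4.86 ± 0.30 (adjusted p = 0.0167), the activin antagonist Fst 7.13 ± 0.25 against 5.40 ± 0.72 (0.0171), 1110064A23Rik 7.79 ± 0.25 against 6.10 ± 0.36 (0.0167), Adgrl3 6.54 ± 0.39 against 4.99 ± 0.07 (0.0167) and Uchl1 6.74 ± 0.27 against 5.32 ± 0.36 (0.0171), all higher. The 8 became 1 without dexamethasone replicate B, 0 without E or F, 4 without saline replicate B, 5 without F, 3 without E and 1 without D. Without low-quality arrays 282 passed, 121 higher (Sema5a by 2.11) and 161 lower, among them Ms4a4c (−2.97), Adgre4 (−2.56), Treml4 (−1.88), Btla (−1.87) and Plac8 (−1.80). Other divisions reached the count in 4 of 100 (highest 1170, real 1056), so chance is excluded for this count taken singly. It is not without the low-quality array of the fit, where 10 of 100 did so (6829, 4075). Within array batches there are 8 divisions, too few for a share under 0.05 (899, 1056). Over all 26 counts compared with other divisions of the mice, 2 had a share under 0.05, where chance gives about 1.3, so 2 such counts are not beyond chance.

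Dexamethasone and arsenite gave 7 probe sets past limma (1227 at an unadjusted p under 0.05), with Tecrl 6.65 ± 0.71 (adjusted p = 0.0394), Uchl1 6.91 ± 0.37 (0.019), Adgrl3 6.45 ± 0.41 (0.038), Adm 8.23 ± 0.26 against 6.82 ± 0.25 (0.0394) and 1110064A23Rik 7.49 ± 0.53 (0.0492), all higher (n = 5 against 5). The 7 became 0 without exposed replicate C, E or F, 4 without D, 2 without saline replicate B, 1 without E and 0 without F, D or C. Without low-quality arrays 340 passed, 199 higher, among them Slc38a4 (1.98) and Lox (1.76), and 141 lower, among them Emilin2 (−1.94) and Dbp (−1.86). Other divisions reached the count in 6 of 100 (highest 1986, real 1227), and in 10 of 100 without the low-quality array (8464, 4453), so chance is not excluded there. Divisions within array batches did so in 1 of 24, the real one (640, 1227), which excludes chance for this count taken singly. Arsenite alone gave 0 past limma (2291 at an unadjusted p under 0.05), and other divisions reached this in 24 of 100 (3417, 2291). Without its low-quality array, 13 of 13 heat shock genes were higher after arsenite, by a mean of 0.60 (adjusted p = 7.75e-07 preset, adjusted p = 0.75 with an estimated correlation).

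For the mice of the article, other divisions of the same mice reached the real result as follows (highest other, real). Replicate B of the 100 ppb group is included unless stated, and these divisions take no account of the array batch. Probe sets at an unadjusted p under 0.05 in limma: 21 of 100 at 10 ppb in water (4164, 1656), 16 of 100 at 100 ppb (9339, 3748), 65 of 100 in food (2017, 293) and 27 of 35 between the doses (13497, 2776); by the moderated F statistic 59 of 100 (7941, 819). Without replicate B they were 21 of 100 (11003, 4408), 37 of 56 (3928, 822), 51 of 100 (5059, 850) and 26 of 35 (8651, 2759), and the real count of the F statistic was 1684. Rank product probe sets: at 10 ppb in water 52 of 100 higher (519, 16) and 11 of 100 lower (991, 198), at 100 ppb with all 4 mice 42 (383, 17) and 56 (407, 25) of 100, with 3 mice 36 (250, 4) and 56 (507, 4) of 56, and in food 76 (581, 28) and 51 (593, 49) of 100. Lists past camera with the preset correlation: 4 of 100 at 10 ppb in water (30, 27), 99 of 100 at 100 ppb (20, 5), 55 of 100 in food (21, 11) and 4 of 35 between the doses (26, 23). Without replicate B they were 3 of 100 (27, 23), 44 of 56 (22, 8), 79 of 100 (20, 3) and 1 of 35 (23, 24). With the preset correlation and with batches ignored, the lists at 10 ppb in water thus had a share under 0.05, as a count taken singly. So did the lists between the doses without replicate B. Swapping mice only within batches gives 16 divisions at 10 ppb (30, 27) and 8 between the doses without replicate B (22, 24), too few for a share under 0.05. At 10 ppb 2 of the 16 reached the real count, the real one among them, so chance is not excluded within batches. Between the doses without replicate B 1 of 8 did, the real one. At 10 ppb 0 lists passed with an estimated correlation or by exact tests, and between the doses without replicate B 0 did. By the exact tests 1 list alone could not have passed after adjustment. For probe sets at an unadjusted p under 0.05 in limma, 1 of 16 divisions within batches reached the real count at 10 ppb, the real one (1380, 1656). At 100 ppb with all 4 mice 5 of 16 did (5325, 3748), in food 5 of 16 (527, 293) and between the doses 7 of 8 (10828, 2776).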
